# Parallel analysis of RNA ends enhances global investigation of microRNAs and target RNAs of *Brachypodium distachyon*

**DOI:** 10.1186/gb-2013-14-12-r145

**Published:** 2013-12-24

**Authors:** Dong-Hoon Jeong, Skye A Schmidt, Linda A Rymarquis, Sunhee Park, Matthias Ganssmann, Marcelo A German, Monica Accerbi, Jixian Zhai, Noah Fahlgren, Samuel E Fox, David F Garvin, Todd C Mockler, James C Carrington, Blake C Meyers, Pamela J Green

## Abstract

**Background:**

The wild grass *Brachypodium distachyon* has emerged as a model system for temperate grasses and biofuel plants. However, the global analysis of miRNAs, molecules known to be key for eukaryotic gene regulation, has been limited in *B. distachyon* to studies examining a few samples or that rely on computational predictions. Similarly an in-depth global analysis of miRNA-mediated target cleavage using parallel analysis of RNA ends (PARE) data is lacking in *B. distachyon*.

**Results:**

*B. distachyon* small RNAs were cloned and deeply sequenced from 17 libraries that represent different tissues and stresses. Using a computational pipeline, we identified 116 miRNAs including not only conserved miRNAs that have not been reported in *B. distachyon*, but also non-conserved miRNAs that were not found in other plants. To investigate miRNA-mediated cleavage function, four PARE libraries were constructed from key tissues and sequenced to a total depth of approximately 70 million sequences. The roughly 5 million distinct genome-matched sequences that resulted represent an extensive dataset for analyzing small RNA-guided cleavage events. Analysis of the PARE and miRNA data provided experimental evidence for miRNA-mediated cleavage of 264 sites in predicted miRNA targets. In addition, PARE analysis revealed that differentially expressed miRNAs in the same family guide specific target RNA cleavage in a correspondingly tissue-preferential manner.

**Conclusions:**

*B. distachyon* miRNAs and target RNAs were experimentally identified and analyzed. Knowledge gained from this study should provide insights into the roles of miRNAs and the regulation of their targets in *B. distachyon* and related plants.

## Background

The wild grass *Brachypodium distachyon* (*Brachypodium*) belongs to the Pooideae family of grasses and has emerged as a model system for temperate grasses including agronomically important crops such as wheat (*Triticum monococcum*, *T. durum* and *T. aestivum*), barley (*Hordeum vulgare*) and oat (*Avena sativa*), as well as for biofuel plants such as switchgrass (*Panicum virgatum*) and *Miscanthus* (*Miscanthus* x *giganteus*) [1,2]. It has many attractive features that resemble those of other models like *Arabidopsis* (*Arabidopsis thaliana*) and rice, including a relatively small and sequenced diploid genome, a well-developed transformation system and a growing bank of available Transfer-DNA insertional mutants [3-6]. Furthermore, as a wild grass, *Brachypodium* has never been subjected to human selection, which has drained the genetic diversity of domesticated cereal grasses. For these reasons, *Brachypodium* is a promising model system among temperate grasses for the identification of traits that may have been lost during domestication. In addition, phylogenetic surveys indicate that some important cereal crops, such as wheat and barley, are much more closely related to *Brachypodium* than they are to rice, sorghum or maize [7], and therefore studies involving *Brachypodium* are easily translatable and more applicable to these crops than studies of other model systems.

*Brachypodium* is also proposed as a model system for biofuel crops for understanding topics such as the characteristics of the grass cell wall involved in the process of saccharification [8]. However, despite its increasing importance as a model system, many areas of fundamental research in *Brachypodium* are underdeveloped, such as that related to microRNAs (miRNAs) and their targets.

miRNAs are critical regulators of the expression of many specific target genes involved in development, stress and other processes [9-11]. *MIRNA* genes are transcribed by RNA polymerase II, and processed by a Dicer-like (DCL) protein from stem-loop structures. Mature miRNAs are loaded onto Argonaute (AGO) proteins to form RNA-induced silencing complexes (RISCs) and perform target RNA regulation by base pairing [12,13]. Although it is reported that some plant miRNAs inhibit target mRNA translation [14-17] or direct DNA methylation of target genes [18], the majority of plant miRNAs, once loaded, guide RISCs to cleave their target RNAs, which are subsequently degraded. In some cases, miRNA-mediated cleavage of a target RNA can trigger the production of secondary small interfering RNAs (siRNAs), typically comprising trans-acting siRNAs (tasiRNAs) and/or phased siRNAs (phasiRNAs) [19-21]. The secondary siRNAs generated from a limited number of primary targets can silence large gene families such as *Pentatricopeptide Repeat* (*PPR*) genes in *Arabidopsis* or *Nucleotide Binding Site-Leucine-Rich Repeat* (*NBS-LRR*) genes in other dicot plants [21-24]. Other than the tasiRNAs generated by the 21-nucleotide miR390 [25], most of the other tasiRNAs (or phasiRNAs) are generated by 22-nucleotide-long miRNAs [26-29]. In rice and *Brachypodium*, 22-nucleotide miR2118 and miR2275 can trigger 21-nucleotide and 24-nucleotide phasiRNA generation, respectively, from hundreds of non-coding loci of unknown function [30-32].

In diverse plants and samples, numerous miRNAs have been identified and profiled using deep sequencing and bioinformatic tools [33]. miRNA prediction from deep-sequencing data relies on the unique features of plant miRNAs among the other types of small RNAs [21,34-36]. Currently, more than 5,100 miRNA precursors from 67 plant species have been annotated and deposited in miRBase [37]. In *Brachypodium*, 136 mature miRNAs from 135 miRNA precursors have been identified from different tissues and drought- or cold stress-treated tissues [38-42]. However, the number of annotated miRNAs for *Brachypodium* is relatively low compared to other model plants, such as the 338 miRNAs for *Arabidopsis* and 708 miRNAs for rice. Annotation of miRNAs from the other temperate grasses and biofuel plants is also very limited. Moreover, there have been rising concerns about incorrect plant miRNA annotation. These misannotations were mostly due to computational analysis without experimental validation. For example, by adopting the recently updated plant miRNA criteria [36], re-evaluation of about 400 miRBase-annotated rice miRNAs via a large-scale analysis revealed that about 150 had characteristics more typical of siRNAs [34]. Thus, for the continued development of *Brachypodium* as a model plant, it is a worthwhile challenge to identify with high confidence a more complete set of miRNAs.

Similarly, to understand the function of miRNAs, the identification of their mRNA targets, preferably with experimental support, is essential. Computational prediction of target RNAs relies on the feature of complementary base pairing between miRNA and target RNA pairs. Parallel analysis of RNA ends (PARE) is a technique for RNA degradome analysis that provides high-throughput experimental evidence of miRNA-mediated target cleavage [43-45]. Using PARE, target RNA cleavage products can be cloned and deeply sequenced. This has been a powerful approach for global target identification and validation in *Arabidopsis*, legumes, rice and a few other plants [21,43-52]. The miRNA-mediated target cleavage is an endonucleolytic site-specific cleavage that cuts within the target RNA strand of the miRNA-target RNA duplex between nucleotides 10 and 11 relative to the 5′ end of the miRNA sequence. The single-nucleotide resolution of PARE data can therefore provide detailed information about site-specific cleavages guided by the individual miRNAs in the samples examined. Of temperate grasses and biofuel plants, only barley has been studied with a focus on global target identification using PARE data [52]. Although the generation and analysis of PARE data from *Brachypodium* was recently reported for the study of general mRNA decay [53], miRNA-mediated cleavage was only briefly presented.

In this study, we investigated *Brachypodium* miRNAs by deeply sequencing 17 small RNA libraries from various tissues and environmentally stress-treated plants. Using a computational pipeline, we identified not only conserved miRNAs that have not been reported in *Brachypodium*, but also non-conserved miRNAs that were not found in other plants. In addition, we identified a new regulation of miR5200 under submergence stress. Finally, we identified many miRNA target cleavages using four PARE libraries from key tissues. The knowledge gained from this study should be beneficial for understanding the role of miRNAs and their target regulation in *Brachypodium* and related temperate grasses and biofuel plants.

## Results

### Massive sequencing of *Brachypodium* small RNAs

To enhance the knowledge and understanding of the small RNA population in *Brachypodium*, a very large set of small RNAs was cloned and deeply sequenced with Illumina technology. In total, 17 libraries were constructed and sequenced to achieve a broad coverage of small RNAs in various tissues and stresses (Table 1). The plant material is described in Materials and methods. Briefly, eight tissue libraries are from root, seedling, stem, leaf and stem tissues, and two biological replicates of leaf and panicle tissues. Nine stress libraries include drought, salt, cold, heat, submergence treatments and their control, phosphate-starvation and its control, and a pool of abiotic, biotic, and mechanical stresses. 

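The files analysed here cover 15 of these 17 small RNA libraries, and the 2 panicle libraries are not in the files analysed here. Each file lists every distinct trimmed tag with the number of times it was read, so the values are counts without normalization. Leaf has 2 biological replicates, and every other tissue or treatment has 1 library and therefore no replicates. The 15 libraries hold 85236395 reads, from 722947 in cold to 12405206 in phosphate starvation, with a median of 5139430. A tag present in 3 reads corresponds to 11.1 TP2M in the cold library but to 0.57 TP2M in the phosphate-starved library, so low abundances are resolved best in the deeper libraries. No reference genome was used here, so TP2M (counts per 2000000 genome-matched reads) was computed with the genome-matched totals that the paper lists in Table 1. In the stem file, 141898 lines repeat an earlier line exactly, and each was counted once. Counting the repeated lines each time, an alternative chosen after seeing the data, doubled the stem counts of 5 miRNAs: miR164c.2 (94 to 188 reads), miR169e (91 to 182), miR9485 (31 to 62), miR2275c-5p (2 to 4) and miR169g-3p (1 to 2). The stem TP2M of miR166, miR156 and miR529 was unchanged.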

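The 15 libraries analysed here gave 85236395 trimmed reads in 18752483 distinct tags. In 13 of them the number of reads equals the trimmed abundance in Table 1. The root and leaf 2 files hold in addition 35731 and 35469 reads in tags of 35 nucleotides, and without these tags their totals are equal to Table 1 as well. The alignment to the genome could not be repeated.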

After trimming the adapter sequences, a total of 94,101,750 reads were obtained and aligned against the *Brachypodium* genome [31] using Bowtie. About 80%, or 75,048,757, matched perfectly to the *Brachypodium* genome. 

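For the 15 libraries analysed here, the genome-matched abundances of Table 1 add up to 68162882 reads, or 80.0% of the trimmed reads. The share ranged from 59.7% in seedling to 85.6% in salt. These shares come from the totals in Table 1, because the matching itself needs the genome, and the share among reads of 18 to 28 nucleotides could not be computed.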

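Averaged over the 15 libraries analysed here, Table 1 gives 4544190 genome-matched reads and 1161080 distinct genome-matched sequences per library. The number of reads per distinct tag in the trimmed files ranged from 1.91 in cold to 9.18 in leaf 2. The leaf replicates were unlike each other in this respect, with 3.65 reads per distinct tag in leaf 1.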

This resulted in an average abundance of approximately 4.4 million and approximately 1.2 million distinct genome-matched small RNA sequences per library. To our knowledge, the population sequenced in this paper is the largest such effort to date for *Brachypodium* and greatly enhances the small RNA resources for this plant*.*

**Table 1:** Summary statistics of small RNA libraries

			**Raw trimmed**		**Genome matched**
**Tissue or stress**	**Code**	**Abundance**^**a**^	**Distinct**^**b**^	**Abundance**^**c**^	**Distinct**^**d**^
Root	BDI08	5,103,699	1,055,138	3,942,845	597,486
Seedling	OBD03	2,624,702	1,263,576	1,566,530	548,313
Leaf 1	BDI04	5,207,568	1,425,013	4,305,921	959,519
Leaf 2	BDI09	6,991,777	736,393	5,315,520	270,687
Stem	BDI06	3,855,537	1,926,121	3,209,322	1,435,137
Leaf and stem	OBD02	3,603,581	1,633,352	2,316,244	739,198
Panicle 1	BDI05	4,944,182	2,166,081	4,102,150	1,567,160
Panicle 2	OBD01	3,992,373	2,135,020	2,783,725	1,191,806
Shoot control for stress	BDI02	2,494,849	1,077,185	1,975,853	800,615
Drought-stressed shoot	BDI03	1,351,288	515,704	1,038,168	351,245
Salt-stressed shoot	BDI17	8,498,042	2,149,559	7,275,111	1,542,354
Cold-stressed shoot	BDI01	722,947	379,189	538,881	260,131
Heat-stressed shoot	BDI18	8,861,608	2,936,249	7,336,506	2,042,837
Submergence-stressed shoot	BDI19	9,421,125	4,336,814	7,586,861	3,037,780
Shoot control for low phosphate	BDI15	11,491,988	2,924,520	9,510,554	2,086,843
Phosphate-starved shoot	BDI16	12,405,206	2,977,218	10,490,572	2,153,426
Pooled stresses	OBD04	2,531,278	1,133,267	1,753,994	590,660
Total^e^		94,101,750	21,441,607	75,048,757	12,108,240

^a^Raw-trimmed abundance is the number of sequences obtained after trimming. ^b^Raw-trimmed distinct is the number of different sequences. ^c^Genome-matched abundance is the number of sequences that match perfectly to the genome. ^d^Genome-matched distinct is the total number of different sequences that match to the genome. ^e^The totals of the abundance columns are sums and the totals of the distinct columns are unions (to give the number of non-redundant sequences).

### Identification of *Brachypodium* microRNAs and microRNA precursors

Although many miRNAs have been identified from *Brachypodium*, the large set of small RNAs in this study provides a tremendous opportunity for identification of new miRNAs. In a recent release of miRBase (Release 19), a total of 135 miRNA precursors have been annotated for *Brachypodium*[37]. Since miRNA identification for *Brachypodium* is not saturated yet compared to other well-studied plants, such as *Arabidopsis* and rice, we applied a computational pipeline adapted from our recent reports [21,34] to identify more miRNAs and their precursors. 

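The abundance and size cut-offs of this filter were applied to the 15 libraries analysed here, without the cut-off for hits to the genome, which needs the genome. Tags of 20 to 24 nucleotides with at least 10 TP2M in at least 1 library numbered 51010. Of these, 46.1% were 24 nucleotides long and 17.1% were 21 nucleotides long. The cut-off of 10 TP2M corresponds to 3 reads in the cold library and to 53 reads in the phosphate-starved library. The number of passing tags was moved most by computing TP2M from all trimmed reads, which left 34135 tags.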

Out of approximately 12 million genome-matched distinct small RNA sequences, approximately 37,500 sequences passed the first filter, which consists of cut-offs for abundance, size and hits to the genome (Figure 1). These sequences were then evaluated for miRNA:miRNA-star (miRNA*) pairing, and 3,711 miRNA candidates were extracted from 5,627 putative miRNA precursor loci. In a third filter, strand bias and abundance bias cut-offs were used to distinguish the miRNA precursors from siRNA loci, resulting in 154 sequences from 199 loci. Finally, stem-loop structures of miRNA precursor candidates were visually inspected to ensure accuracy and 81 miRNAs generated from 121 precursors were identified (Additional file 1: Table S1). Excluding 52 miRNAs that were previously annotated for *Brachypodium* or similar to known plant miRNAs, 29 miRNAs from 30 precursors were newly identified in *Brachypodium* (Table 2).

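All 29 newly identified miRNAs were read at least once as the exact tag in the 15 libraries analysed here, and 28 of them reached 10 TP2M in at least 1 library. Their TP2M summed over the 15 libraries had a median of 156.5, against 813 for the 87 annotated or conserved miRNAs. Only 4 of the newly identified miRNAs were read in all 15 libraries, compared with 40 of the others. The paper chose the newly identified miRNAs from libraries that include these, with a cut-off of at least 10 TP2M in at least 1 library. Their reaching 10 TP2M here was therefore largely fixed in advance. Some conserved miRNAs entered through a pipeline that allowed lower abundance, so the classes were not selected alike. The libraries have no replicates except for leaf.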

**Figure 1:**
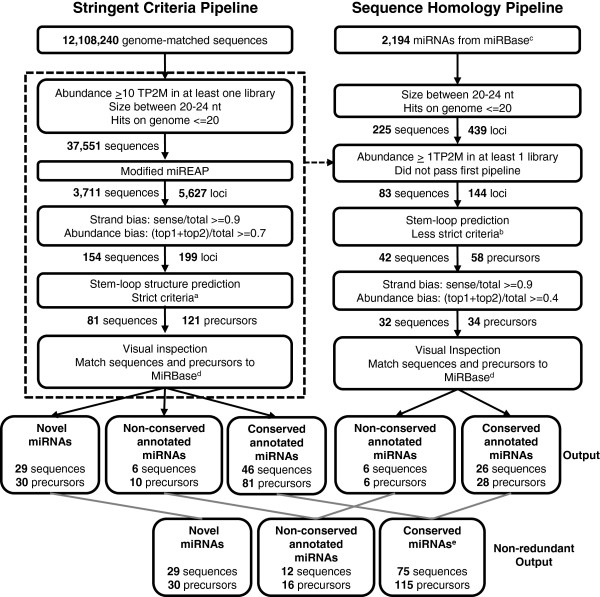
**Pipeline for the prediction of miRNAs.** miRNAs were identified by a series of filters. Black arrows are used to indicate the small RNAs that passed the criteria. The dashed arrow indicates small RNAs that failed to pass the criteria. Numbers of candidate miRNAs and precursors after each filter are indicated. Gray lines indicate where data from two pipelines has been combined. ^a^Strict criteria are ≤4 mismatches + bulges in the miRNA:miRNA* pairing and a bulge size of ≤1 nucleotide. ^b^Less strict criteria are defined as ≤8 mismatches + bulges in the miRNA:miRNA* pairing. ^c^Non-redundant miRNAs from miRBase Release 18. ^d^Up to two nucleotide mismatches from miRBase Release 19 were allowed. ^e^Conserved miRNAs include manually identified miR444 precursors and miR2218 precursors. miRNA, microRNA; nt, nucleotide; TP2M, transcripts per 2 million.

**Table 2:** Newly identified microRNAs

**Family**	**Mature microRNA**	**Sequence**	**Length**	**Abundance**^**a**^
5163	Bdi-miR5163b-3p	UAGAUAUUUCAGGUUGUGUGGA	22	36,348
5181	Bdi-miR5181e	CGACACUUACUGUGGCUCGGA	21	277
5185	Bdi-miR5185l-3p.2	UGGAGAUUGACUUAGAAGCGG	21	360
7731	Bdi-miR7731	AACAAGGGAUGCACAUACUUUGAG	24	836
7738	Bdi-miR7738-3p	GUGCUUGACAGACGACUCUGG	21	446
7754	Bdi-miR7754-3p	UUCUCUCGGCUAAGGAACUGC	21	392
9480	Bdi-miR9480ab	UAUGUGAGGGUGGUAACUGAA	21	1,645
9481	Bdi-miR9481a	UCAGUCGGAUUUCUCACCUUCGAA	24	384
	Bdi-miR9481b	UCAGUCGGAUUUCUCACCUUC	21	73
9482	Bdi-miR9482	CCUUUGGGGAAGAAGGGAAAC	21	339
9483	Bdi-miR9483ab	UUGAACUGUUUCCUCUGAAGUUCC	24	317
9484	Bdi-miR9484	UAGUGCAGGGAGAAGUCGGUC	21	259
9485	Bdi-miR9485	UUAUGACGUGUAGGAGUUGCA	21	260
9486	Bdi-miR9486a	AUGCUUUCAAGGGAUUAGAGGUUC	24	254
	Bdi-miR9486a.2	UCUAAUGGCUGAAAUGGGAAG	21	183
	Bdi-miR9486b	UAAGUGAUUAGAGGUUCCAGU	21	121
9487	Bdi-miR9487	CCUUGUUCGAUUGCAAGAUGA	21	174
9488	Bdi-miR9488	UGAGGGCUAGGCUUUUAUGUAA	22	161
9489	Bdi-miR9489	UCAGCUCCACGGACUUGGUGA	21	144
9490	Bdi-miR9490	AGGCCACACCCUAAUGGUCGUGCG	24	111
9491	Bdi-miR9491	UGGUAUGUUACCUCUGAUCAG	21	69
9492	Bdi-miR9492	UAUCUACUCUGUCAUGGUAUC	21	60
9493	Bdi-miR9493	AAGAAUUAUGAAACGAAGGGAGUA	24	60
9494	Bdi-miR9494	UUCAUCACCUUCGUCUCCGUC	21	56
9495	Bdi-miR9495	UGAAAAAUGCCUCUGGACGUG	21	55
9496	Bdi-miR9496	CUGGUUGGGCUUAGAUGGGUCC	22	44
9497	Bdi-miR9497	UUUCUGAAUACAUGGUGUAUC	21	35
9498	Bdi-miR9498	GACCGUCAAGUGGUUGUUGAG	21	23
9499	Bdi-miR9499	CCCUCGUCGACGCGGCAGCUC	21	86

^a^Abundance is from the sum of TP2M values from all libraries.

TP2M, transcripts per 2 million.

Because a pipeline approach designed to identify new miRNAs and precursors must be stringent enough to minimize the misannotation of false miRNAs, by design it will invariably miss some of the conserved miRNAs. Therefore, a homology pipeline with less strict criteria and manual analysis was developed to look for known miRNAs that did not follow all of the stringent criteria detailed in the first pipeline. Specifically, small RNA sequences that failed the first pipeline but matched previously annotated plant miRNAs were re-evaluated (Figure 1). This pipeline allowed less abundance and less strict stem-loop structures, and it had a lower cut-off value for abundance bias. Additionally, members of the miR444 family (Additional file 2: Figure S1) and miR2118 were added manually. This miRNA family has an intron in the precursor, which interferes with the folding filters in the pipelines. Together with conserved miRNAs identified from the previous, stringent pipeline, in total 75 conserved miRNAs generated from 115 precursors were identified. 

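Exact tags of 115 of the 116 mature miRNAs were present in the 15 libraries analysed here, and 44 were present in every library. The exception was Bdi-miR2118a, with 0 reads. The number of miRNAs read per library ranged from 64 in cold, the library with the fewest reads, to 104 in seedling. The most abundant miRNA was Bdi-miR168 in most libraries, and it made up 91.5% of the miRNA reads in leaf 2 and 68.0% in leaf 1. By length, 87 of the 116 miRNAs have 21 nucleotides, 12 have 22 and 8 have 24.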

In total, we identified 116 mature miRNAs generated from 161 precursors in *Brachypodium*.

### miR162 may not be functional in *Brachypodium*

We observed that miR162, one of the well-conserved miRNAs in plants, had quite low abundance in *Brachypodium*. 

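The Bdi-miR162 tag TCGATAAACCTCTGCATCCGG was read 1 time in the 15 libraries analysed here, in the submergence library, which corresponds to 0.26 TP2M (no replicates). That library has 9421125 trimmed reads, and 3 reads in it correspond to 0.79 TP2M, so the single read lies below the detection floor. The other 14 libraries had 0 reads. The smallest abundance that 3 reads can show in them ranged from 0.57 TP2M in phosphate starvation to 11.1 TP2M in cold. The miRNA star strand had 0 reads in all 15 libraries. The precursor Bdi-MIR162 lies on the plus strand of chromosome 3 from 49591993 to 49592143 of the 8X genome assembly, according to Additional file 1: Table S1.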

In our data, miR162 was sequenced just once in a small RNA library from submergence-treated seedlings out of 17 libraries. We validated the lack of miR162 expression using an RNA blot (Figure 2a). While miR162 was highly expressed in rice and *Arabidopsis*, *Brachypodium* miR162 was not detected. One miR162 precursor was found in the *Brachypodium* genome (Figure 2b). Compared to the miR162 found in rice and *Arabidopsis*, the adenine (A) typically found at the 20th nucleotide, was replaced by a guanine (G) in Bdi-miR162 (Figure 2c). To see the impact of this substitution, we compared the miRNA:miRNA* pairing structure of authentic Bdi-miR162 with a hypothetical Bdi-miR162 with an A at the 20th nucleotide position (Bdi-miR162^20A^ in Figure 2d). 

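The strands drawn in Figure 2d were folded with RNAcofold of ViennaRNA 2.7.2. The change is written G20A, with positions counted from 1 at the 5′ end of the miRNA. At 37 °C the duplex had a free energy of -33.9 kcal/mol with Bdi-miR162 and of -34.6 kcal/mol with the hypothetical form, a change of -0.7 kcal/mol. At the growth temperature of 20 °C the change was -0.78 kcal/mol. Folding only the miRNA with its star strand gave a change of 0 kcal/mol at 37 °C. Position 20 was unpaired in both forms there, so this setting cannot show an effect of the change on pairing. The whole precursor could not be folded without the genome sequence. From the drawn pairing, the paper reasons that the A stabilizes the duplex.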

Substitution of the G by an A at the 20th nucleotide position of the hypothetical Bdi-miR162 (Bdi-miR162^20A^) increased the stability of the miRNA:miRNA* pairing. There was no bulge and the structure was similar to the stable structure of the Osa-miR162a:miR162* pairing in rice. 

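In the predicted fold of the drawn strands at 37 °C, 19 of the 21 bases of the miRNA were paired in both Bdi-miR162 and the hypothetical form, and position 20 was paired in each. The folds of both forms had the same pairs at this temperature. At 20 °C, the growth temperature, the folds differed: the opposite strand had an unpaired base between paired bases with Bdi-miR162, and the hypothetical form had no such bulge. With only the miRNA and its star strand, position 20 was unpaired in both forms. The paper takes the structure drawn without a bulge as similar to the pairing in rice.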

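The sequence of the DCL1 homolog was not available, so its cleavage site could not be examined directly. A tag at a site that pairs perfectly with nucleotides 1 to 10 of miR162 would start with their complement, GGTTTATCGA. A site with a mismatch or G:U pair there would start with other bases, as the drawn site of the miR166a-type members does. The search for these bases therefore cannot show that cleavage is absent. Among the 69892135 reads of the 4 PARE libraries, 1 distinct tag started with these bases, with 4 reads in panicle and 0 reads in root, leaf and stem. A match of 10 bases does not assign this tag to a gene.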

Furthermore, there was no evidence of cleavage in its predicted target, the *Brachypodium DCL1* homolog, in our PARE data. 

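In the 15 small RNA libraries analysed here, Bdi-miR162 had 1 read in 85236395. Folding the drawn strands with RNAcofold, a calculation made here beside the paper's drawing, gave a change in energy of -0.7 kcal/mol at 37 °C with an A at position 20. The change of 0 kcal/mol with only the miRNA and its star strand is no test of it, because position 20 is unpaired there. From the low abundance, the drawn pairing and the absence of cleavage products, the paper proposes that the altered sequence may affect processing of the miRNA.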

These data imply that the altered sequence of *Bdi-MIR162* may affect miRNA processing and cause the reduced level of Bdi-miR162, resulting in little or no *DCL1* cleavage.

**Figure 2:**
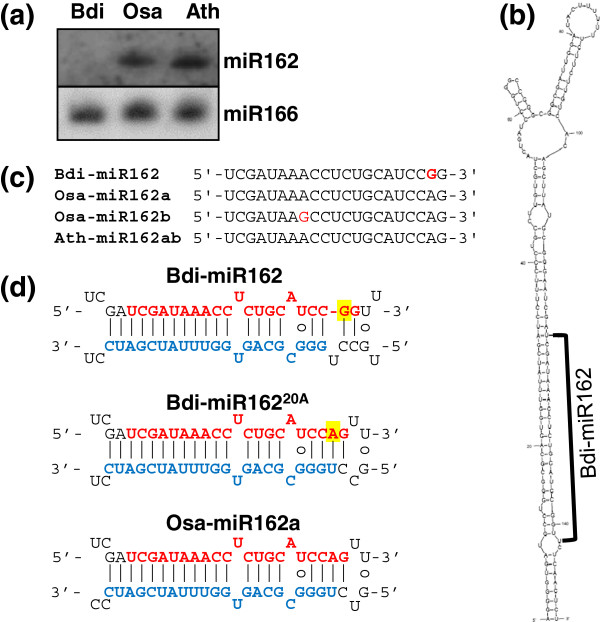
**Characteristics of Bdi-miR162. (a)** RNA blot of miR162 for *Brachypodium* (Bdi), rice (Osa) and *Arabidopsis* (Ath). Mixed probes of P^32^-end labeled Bdi-miR162 and Osa-miR162a were used to detect mature miR162 from *Brachypodium* panicle, rice panicle and *Arabidopsis* flower tissues. miR166 was used as a control. **(b)** Predicted secondary structure of the Bdi-MIR162 precursor. The location of Bdi-miR162 is indicated with a black line. **(c)** Sequence alignment of miR162 for *Brachypodium*, rice and *Arabidopsis*. Nucleotides that differ are shown in red. **(d)** Comparison of base pairings in the folded MIR162 precursor of *Brachypodium* and rice. Base pairing in a mutated Bdi-MIR162 precursor is shown between them. Position 20 of Bdi-miR162 is highlighted in yellow. miRNA is shown in red and miRNA* in blue. miRNA, microRNA.

### Alternative folding generates microRNAs by stem-sharing

Clustering of miRNA genes is less common in plants than in animals [54]. About 10% to 15% of annotated miRNAs in rice, *Arabidopsis* and poplar are found in tandem clusters at a distance of less than 3 kb [55]. Most are polycistronic miRNA precursors that encode identical mature miRNAs. We also identified several miRNA precursors that are located in tandem in the *Brachypodium* genome. Interestingly, we noticed that two independent miRNA precursors overlapped each other in some miRNA clusters including *Bdi-MIR9483ab*, *Bdi-MIR2118ab* and *Bdi-MIR166hj* (Figure 3a,b,c). In these cases, one arm of a stem is shared by two adjacent miRNA precursors and serves as a common miRNA* strand. In these tandem-overlapping hairpins, the second hairpin structures are more stable and favored than the first. Thus, if the RNA secondary structure of the entire locus is predicted, the second miRNA precursor is preferred and the first one loses the hairpin structure. 

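The mature miRNA shared by Bdi-MIR9483a and Bdi-MIR9483b, TTGAACTGTTTCCTCTGAAGTTCC, was read 244 times in the seedling library, or 312 TP2M (no replicates), and 0 times in the other 14 libraries. Because both precursors encode the same mature miRNA, its reads cannot be divided between them. The precursors overlap on the minus strand of chromosome 3, from 2804863 to 2805036 and from 2804995 to 2805256 in Additional file 1: Table S1. The paper reasons that each of the overlapping precursors may yield a mature miRNA.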

Our small RNA data indicate that both overlapping miRNA precursors may generate mature miRNAs. It is not clear whether *Bdi-MIR9483a* and *Bdi-MIR9483b* are equally functional since they encode identical mature miRNAs (Figure 3a). However, in the cases of the *Bdi-MIR2118ab* and *Bdi-MIR166hj* clusters, it is apparent that both of the precursors form stem-loop structures and are processed to generate their own mature miRNAs, due to distinct sequences of mature miRNAs and their expression. Two sets of mature miRNA were expressed at different levels in *Bdi-MIR2118ab* and *Bdi-MIR166hj* loci (Figure 3b,c). 

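Bdi-miR166h (TCGGACCAGGCTTCAATCCCT) and Bdi-miR166j (TCGGACCAGGCTTCATTCCTT) were read at 1377 and 826 TP2M in stem, with 95% Wilson intervals of 1320 to 1435 and 782 to 871 (no replicates). In leaf they were at 154 ± 67 and 97.8 ± 6.9 TP2M (SD, n = 2 libraries). Within leaf 1 they were at 106 and 103 TP2M, and within leaf 2 at 201 and 92.9 TP2M. The size of their difference thus varied between the replicates. In root, miR166h had 0 reads, where 3 reads correspond to 1.52 TP2M, and miR166j had 8 reads. Bdi-miR2118b had 1 read in seedling and 1 read in leaf and stem, and Bdi-miR2118a had 0 reads in all 15 libraries. The panicle libraries are not analysed here, so the levels of the miR2118 pair could not be compared. Computing TP2M from all trimmed reads in stem changed the level of miR166h to 1146 TP2M. From the distinct sequences and levels, the paper concludes that each precursor of a pair is processed into its own miRNA.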

We hypothesized a model that alternative RNA folding of overlapped miRNA precursors generates miRNAs by sharing one arm of a stem (Figure 3d). In this model, the nascent transcript preferentially folds into the first stem-loop structure and is processed to generate the first mature miRNA. After transcription, both of the two possible RNA folding structures may fold to generate both of the respective mature miRNAs.

**Figure 3:**
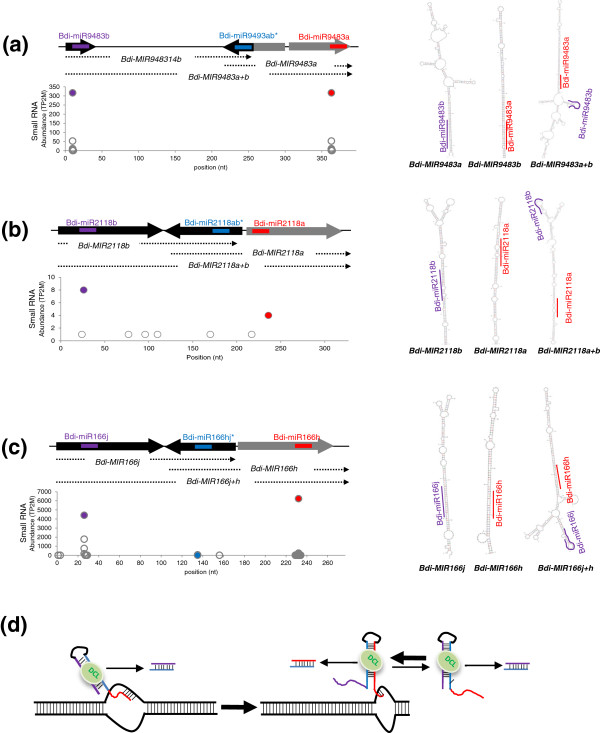
**Alternative RNA folding generates miRNAs by sharing one arm of a stem.** Examples of alternative RNA folding in precursors of Bdi-miR9483 **(a)**, Bdi-miR2118 **(b)** and Bdi-miR166 **(c)**. Shown are schematic diagrams of adjacent miRNA precursors that share one arm of a stem. miRNA placement along the precursor is indicated with arrows, the middle arrow representing the shared arm of two miRNA precursors and the abundance of small RNAs matching each position is plotted below. Purple and red lines and filled circles indicate two mature miRNAs corresponding to each precursor and the blue line and filled circle indicates the miRNA*. Predicted secondary structures from each precursor, as well as that from the full sequence, are shown in the right panel. **(d)** Model for alternative RNA folding generating miRNAs by sharing one arm of a stem. The nascent transcript preferentially processed by DCL activity generates the first miRNAs (purple). After transcription, two possible RNA folding structures are responsible for generating the two mature miRNAs (purple and red). DCL, Dicer-like protein; miRNA, microRNA; TP2M, transcripts per 2 million.

### Validation of stress-responsive microRNAs

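Each stress and each control is represented by 1 library without replicates, so differences in sequencing frequency were tested in 2 ways. Fisher's exact test takes in sampling noise only. The main test, edgeR's quasi-likelihood test over all 15 small RNA libraries, takes the spread between libraries from the leaf replicates, which gave a biological coefficient of variation of 0.687. The genome-matched abundances were 1975853 reads in the control, 1038168 in drought, 7275111 in salt, 538881 in cold, 7336506 in heat and 7586861 in submergence. They were 9510554 reads in the phosphate control and 10490572 in phosphate starvation. In the edgeR test, 0 of the 116 miRNAs passed an adjusted p of 0.05 with at least a 2-fold change in any of the 6 comparisons. On counts simulated with a dispersion of 0.5, near the 0.472 observed, this test recovered 1.7% of the known 16-fold changes, so it has little power with these libraries. Fisher's exact test with Benjamini-Hochberg adjustment gave 21 miRNAs in drought, 47 in salt, 30 in cold, 44 in heat, 38 in submergence and 7 in phosphate starvation. The same test gave 45 miRNAs between the leaf replicates, a number exceeded only in salt.

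**Figure D1:**
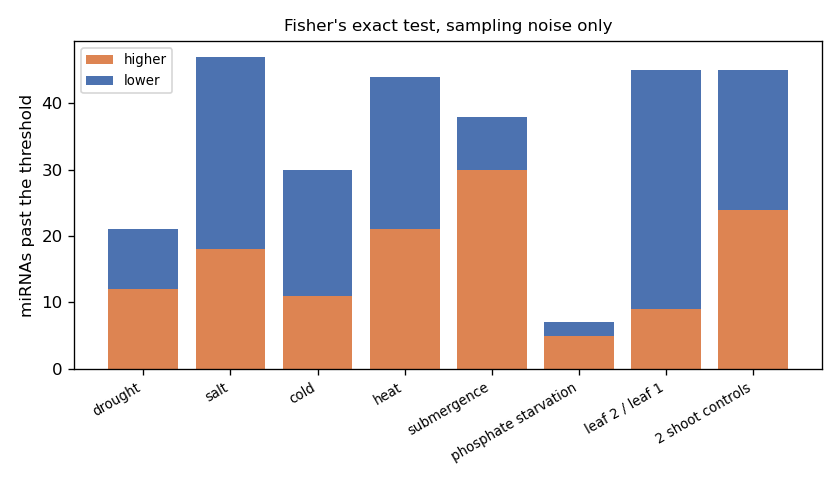
Number of miRNAs (vertical axis) past an adjusted p of 0.05 and a 2-fold change in Fisher's exact test, for each stress against its control, for leaf 2 against leaf 1 and for the stress control against the phosphate control (horizontal axis). Orange bars are miRNAs higher, and blue bars miRNAs lower, in the library named first. The leaf replicates reach 45 miRNAs and phosphate starvation 7.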

To identify stress-regulated miRNAs, the sequencing frequency of miRNAs was compared between each stress-treated sample and its control library. We first examined how well-known and well-conserved examples of stress-regulated miRNAs are represented in our *Brachypodium* small RNA libraries. 

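Tags of miR399 (miR399bc and miR399d summed) were read 60 times in the phosphate-starved shoot library and 4 times in its control, or 11.4 and 0.84 TP2M (no replicates). The ratio was 13.6, with a 95% Clopper-Pearson interval of 5.0 to 51.5 (Fisher's exact test, p = 8.6e-13). The miR827 tag TTAGATGACCATCAGCAAACA was read 1694 and 337 times, or 323 and 70.9 TP2M, a ratio of 4.56 with a 95% Clopper-Pearson interval of 4.05 to 5.14 (Fisher's exact test, p = 2.6e-189). Counting the miR399d tag alone moved the miR399 ratio most, to 11.1. In edgeR's quasi-likelihood test with the spread of the leaf replicates and Benjamini-Hochberg adjustment, neither difference was past the threshold (adjusted p = 1 for both), although this test has little power with these libraries, so only sampling noise could be excluded. The paper reads the higher frequency in the starved library as the response known for these miRNAs in Arabidopsis and rice. It also found more of both in starved plants by splinted ligation-mediated detection.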

For example, miR399 and miR827, which are known to be induced under phosphate starvation conditions in *Arabidopsis*[56-60] and rice [34,58,61,62], were highly represented in the phosphate-starved shoot library compared to its control library by about 9- and 4-fold, respectively. The upregulation in both cases was further validated by using the splinted ligation-mediated miRNA detection method (Figure 4a). Plants grown in a phosphate-depleted Murashige and Skoog (MS) agar media for 3 weeks accumulated both more miR399 and more miR827 than plants grown in a MS agar media.

**Figure 4:**
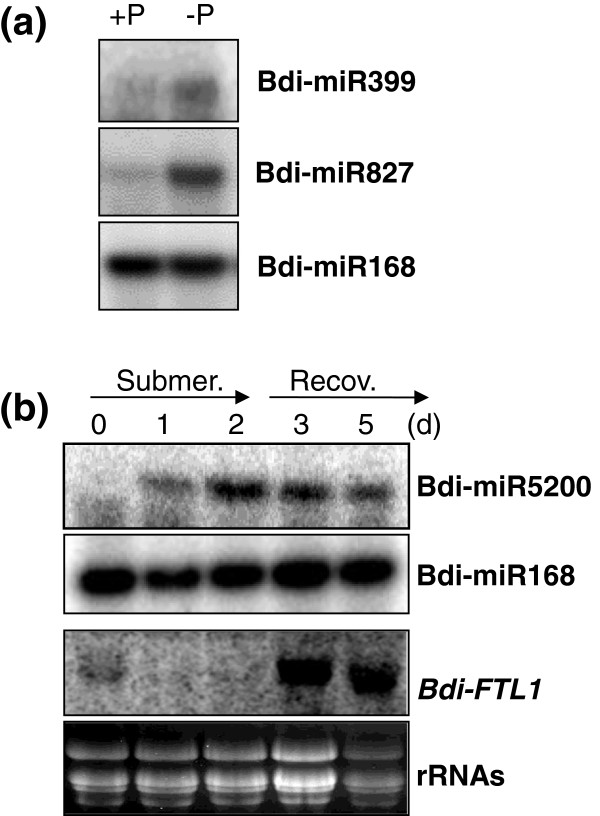
**Validation of stress-responsive miRNAs. (a)** Validation of phosphate-starvation inducible Bdi-miR399 and Bdi-miR827 by splinted ligation-mediated miRNA detection. Bdi-miR168 was used as a control. **(b)** Expression pattern of Bdi-miR5200 during submergence treatment and subsequent recovery. Three-week-old seedlings were subjected to submergence stress by completely immersing the plants in water, and subsequent recovery upon removal from the water. Shoots were collected before submergence treatment (0 d), after one-day (1 d) or two-day (2 d) treatments, and one (3 d) or three (5 d) days after recovery. Then 20 μg of total RNA were used to detect *Bdi-FTL1* using an RNA blot. Bdi-miR168 and rRNAs were used as controls. miRNA, microRNA; Recov., recovery; rRNA, ribosomal RNA; Submer., submergence.

Next, we investigated miRNA expression using stress treatment and found that miR5200 was submergence-inducible; it was 80 times more represented in the submergence library compared to the control. 

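The miR5200ab tag TGTAGATACTCCCTAAGGCTT was read 2744 times in the submergence library and 9 times in the control library, or 723 and 9.11 TP2M (no replicates). The ratio was 79.4, with a 95% Clopper-Pearson interval of 41.8 to 173.8 (Fisher's exact test, p = 4.3e-257). With the spread of the leaf replicates, edgeR's quasi-likelihood test gave a ratio of 78.9 with an adjusted p of 0.19 after Benjamini-Hochberg adjustment, which was not past the threshold. Replacing the control by the control for low phosphate, an alternative chosen after seeing the data, moved the ratio most, to 111. Bdi-MIR5200a and Bdi-MIR5200b lie on the plus strand of chromosome 1, from 47454228 to 47454322 and from 47483420 to 47483526 in Additional file 1: Table S1. The paper reads this ratio as induction by submergence. It also examined miR5200 separately in a course of submergence and recovery, where the miRNA rose and then slowly fell.

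**Figure D2:**
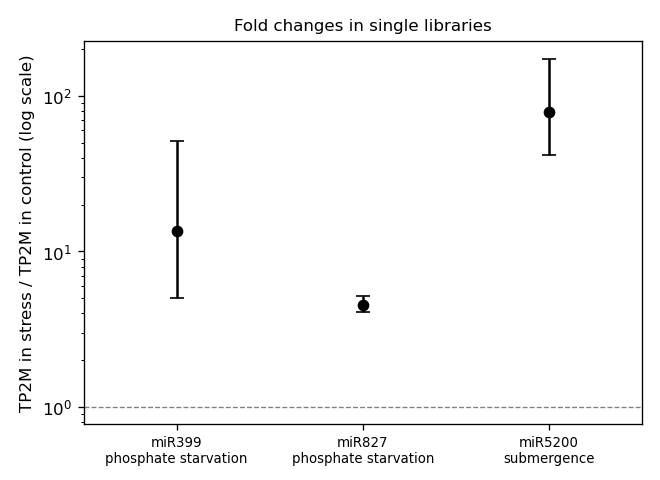
Ratio of TP2M in the stress library to TP2M in its control library (vertical axis, log scale) for miR399 and miR827 in phosphate starvation and miR5200 in submergence (horizontal axis). Points are single libraries compared and bars are 95% Clopper-Pearson intervals. All 3 intervals lie above 1, with ratios of 13.6, 4.56 and 79.4.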

To validate this regulation experimentally, the expression of miR5200 in response to submergence treatment and subsequent recovery was examined. Accumulation of miR5200 increased under submergence conditions and slowly decreased as the plants recovered from the submergence (Figure 4b). An *FT* (*Flowering time locus T*)-*like* gene, which is a predicted target of miR5200, was downregulated during the submergence treatment while miR5200 was upregulated. In addition, *Bdi-FTL1* mRNA abundance increased during the recovery from the submergence. This result implies that miR5200 may play a role in regulating the flowering time under submergence conditions.

### Identification of cleaved microRNA targets on a global scale

To investigate the targets of *Brachypodium* miRNAs, our strategy was to use the PARE approach to sequence deeply RNA decay intermediates that have a 5′ monophosphate and a 3′ poly(A) tail. This is the structure of the downstream fragments resulting from miRNA-guided cleavage. In *Arabidopsis*, PARE captured the vast majority of these cleavage products, which had been previously validated in independent experiments [44]. For *Brachypodium*, PARE libraries were constructed from RNA from four key organs. 

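PARE (parallel analysis of RNA ends) sequences the 5′ ends of RNA fragments that carry a 5′ monophosphate and a poly(A) tail. The 4 libraries, from root, leaf, stem and panicle, have no replicates. Each file lists the distinct trimmed tags with their counts, without normalization. The libraries hold 10748481 reads in root, 13772836 in leaf, 16344542 in stem and 29026276 in panicle. TP10M (counts per 10000000 genome-matched reads) was computed with the genome-matched totals of Table 3, because no genome was used here. A tag of 3 reads corresponds to 3.23 TP10M in root, 2.45 in leaf, 2.35 in stem and 1.13 in panicle. Cleavage tags were identified from the target bases that the figures draw after the cut, taking the most abundant tag of 20 nucleotides with those bases, and only for the sites drawn there. Searching all transcripts for target sites, the target categories and the phasing scores need the genome and were not run.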

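The 4 PARE files hold 69892135 reads. The totals for root and leaf are the same as in Table 3. The stem file holds 16344542 reads where Table 3 lists 16367640, and the panicle file holds 29026276 reads where Table 3 lists 29050139.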

As shown in Table 3, these libraries were sequenced to a total depth of nearly 70 million reads. Of these, nearly 61 million matched the genome resulting in a non-redundant set of more than 5 million PARE sequences. 

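The genome-matched abundances of Table 3 add up to 60852422 reads, which is 87.0% of the trimmed reads in that table. The trimmed files together contain 9238530 distinct tags, a number that includes tags without a match to the genome and so is not the non-redundant set described here.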

These libraries represent a rich resource of PARE (or RNA degradome) data, which previously had been lacking for *Brachypodium*.

**Table 3:** Summary statistics of PARE libraries

		**Trimmed**		**Genome matched**		**cDNA matched**		**cDNA loci**^**g**^
**Tissue**	**Code**	**Total**^**a**^	**Distinct**^**b**^	**Total**^**c**^	**Distinct**^**d**^	**Total**^**e**^	**Distinct**^**f**^	
Root	BDI20	10,748,481	2,342,429	9,279,374	1,605,048	4,298,418	1,021,275	22,762
Leaf	BDI21	13,772,836	1,238,807	12,266,285	684,817	4,930,319	391,613	20,333
Stem	BDI23	16,367,640	3,847,003	12,740,059	1,422,289	5,534,630	656,849	24,168
Panicle	BDI25	29,050,139	4,820,607	26,566,704	3,419,993	15,078,495	2,203,450	20,538
**Total**		**69,939,096**		**60,852,422**	**5,202,600**	**29,841,862**	**3,165,429**	**25,129**

^a^The total number of sequences obtained from a single run after trimming. ^b^The number of different sequences found in a set after trimming. ^c^The total number of sequences that match the genome at least once. ^d^The number of different sequences that match the genome at least once. ^e^The total number of sequences that match the sense strand of the coding sequence BdiCDSv1.2, the coding sequence minus UTR, at least once. ^f^The number of different sequences that match the sense strand of the coding sequence at least once. ^g^The total number of cDNA loci with at least one matching PARE sequence.

PARE, parallel analysis of RNA ends; UTR, untranslated region.

To identify miRNA target cleavage events, we first generated a set of predicted target cleavage sites for 116 *Brachypodium* miRNAs and then examined all the distinct PARE sequences for those that precisely matched these predictions. Two prediction programs using different alignment algorithms were used to predict a large set of potential targets. Specifically, psRNATarget and CleaveLand (with the native and a modified scoring system) were used, as described in Materials and methods. These programs identified a total of 2,141 predicted miRNA targets in transcripts corresponding to 1,968 genes (loci) as indicated in Table 4. As shown in Additional file 2: Figure S2, psRNATarget and the two versions of CleaveLand each generated unique targets and thus a larger set of combined potential target cleavage sites then any one alone. When the total set of predicted targets cleavage sites were matched to the PARE data, 262 of the sites corresponding to 246 distinct coding regions (CDSs) had PARE sequences starting precisely at the predicted site, that is, between nucleotides 10 and 11 (from the 5′ end of the miRNA) of the miRNA-target RNA duplex, in at least one of the four tissue libraries (Table 4). The individual targets are listed in Additional file 1: Table S3, which also includes which programs predicted each target and the corresponding target scores.

**Table 4:** microRNA targets with PARE sequences at the expected site

**Prediction programs**	**Predicted targets**		**Targets with precise PARE**^**a**^	
	**Sites**^**b**^	**Loci**^**c**^	**Sites**^**b**^	**Loci**^**c**^
CleaveLand	1,033	967	206	154
CleaveLandM^d^	794	746	170	127
psRNATarget	1,225	1,153	211	149
Total^e^	2,141	1,968	262	246

^a^PARE sequences that start at the precise cleavage site predicted. ^b^Distinct cleavage sites. ^c^The total number of genes the cleavage sites correspond to. ^d^CleaveLand with the modified scoring systems described in Materials and methods. ^e^The number of (non-redundant) sites or loci.

PARE, parallel analysis of RNA ends.

### A computational approach for characterizing microRNA target cleavage sites supported by PARE data

Since this study is the first in-depth analysis of cleaved *Brachypodium* miRNA targets, we sought to examine each target that had a PARE sequence precisely at the expected cleavage site for characteristics associated with the cleavage of well-studied miRNA targets in *Arabidopsis*. Hence, we developed a pipeline to evaluate cleaved miRNA targets for three parameters related to the prominence of the cleavage products, which is discussed in more detail below: abundance, rank and peak percentage. Our approach was first to establish cut-off criteria for each of these parameters using 137 *Arabidopsis* miRNA targets that had been experimentally validated for miRNA-guided cleavage, independent of PARE (Additional file 1: Table S4). The second step was to use these prominent criteria to characterize miRNA target cleavage events in *Brachypodium*.

We analyzed two sets of previously published *Arabidopsis* PARE data that were generated from the inflorescence tissues of Col-0 wild type (WT) and an *xrn4* mutant [44]. XRN4 degrades the downstream fragments resulting from miRNA-mediated cleavages so the lack of this enzyme in the *xrn4* mutant improved the sensitivity of PARE in *Arabidopsis*[44,63]. The first parameter evaluated was the abundance of the PARE sequence at the target cleavage site. Often, miRNA-mediated cleavage at the precise cleavage site within a target mRNA occurs at a higher frequency than non-specific mRNA degradation events, and therefore the abundance of the PARE sequence at that site is higher than background. Figure 5a shows that most PARE sequences in the *Arabidopsis* samples had low abundance, while only approximately 2% to 7% of PARE sequences were more abundant than 10 TP10M. However, 73% to 82% of PARE sequences matching miRNA-mediated cleavage sites were at least 10 TP10M. Thus, a minimum abundance of 10 TP10M was chosen as the cut-off criterion for this parameter. The second parameter evaluated was the abundance rank within a given target mRNA (Figure 5b). Between 80% and 84% of the *Arabidopsis* miRNA-guided cleavages were either the most abundant or the second-most abundant (within the top two) PARE sequences in the annotated mRNA. An abundance rank of occurrence within the top two most abundant sequences within the mRNA was set as the cut-off for the second criterion of the prominence of the miRNA-guided target cleavage. The third and final parameter evaluated the pattern of cleavage, specifically, whether the abundance of the PARE sequence at the cleavage site was a high ‘peak’ above other degradation intermediates along the mRNA or was of similar abundance as the other PARE sequences from that RNA (Figure 5c). The peak percentage value was calculated as 100 times the sum of the top two PARE sequences from the target RNA, divided by the sum of all PARE abundances from that RNA. A value for ‘background’ degradation was first calculated from all annotated mRNAs in the WT library with PARE data. About 50% of all WT annotated transcripts had a peak percentage of less than 10%. For the validated miRNA targets with PARE cleavages, a minimum cut-off value of twice background, or a peak percentage of at least 20%, captured 61% to 74% of the known miRNA target cleavages in the WT and *xrn4* backgrounds, respectively, and was therefore chosen as the cut-off criterion for this parameter.

**Figure 5:**
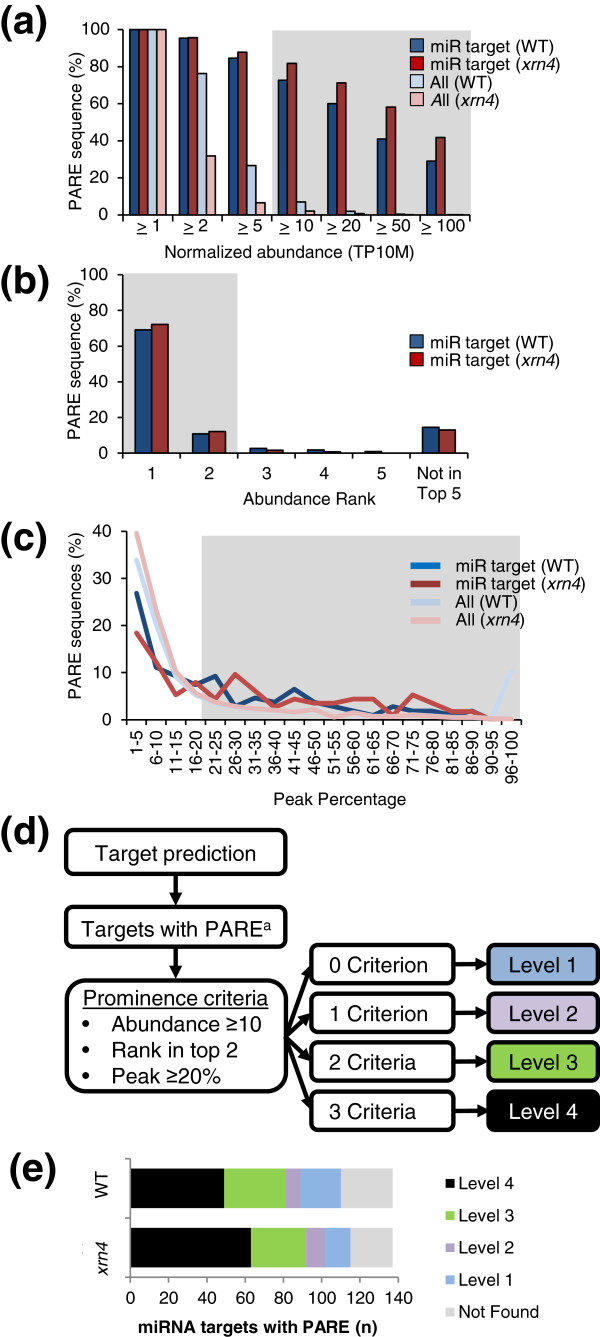
**Examination of *Arabidopsis *PARE libraries using independently validated miRNA targets to establish criteria cut-offs.** Comparisons of validated *Arabidopsis* miRNA targets and total genome-matched sequences in WT and *xrn4* are shown. Histograms in (a) and (b) and lines in (c) show the percentages of PARE sequences matching miRNA target cleavage sites or all the PARE sequences from WT and *xrn4* PARE libraries. Gray areas in (a), (b) and (c) indicate the selected cut-offs. **(a)** Distribution of PARE sequences by normalized abundance. **(b)** Distribution of PARE sequences by abundance rank in an annotated transcript for miRNA targets. **(c)** Distribution of PARE sequences by the peak percentage in annotated transcripts for miRNA targets or all genes. **(d)** A flowchart for evaluating miRNA target cleavage sites based on the three prominence criteria. ^a^miRNA targets with PARE sequences at the precise canonical location. **(e)** Distribution of validated miRNA targets in WT and *xrn4* according to level. miRNA, microRNA; PARE, parallel analysis of RNA ends; TP10M, transcripts per 10 million; WT wild type.

Using these three criteria, a pipeline was established to evaluate predicted miRNA targets that have PARE sequence data matching the precise predicted cleavage site, and to quantify the number of prominence criteria each fulfilled (Figure 5d). Targets meeting none of the criteria are designated Level 1, and targets meeting all the prominence criteria are designated Level 4. When the 137 previously validated *Arabidopsis* miRNA targets were evaluated with these criteria, 110 and 115 targets were identified (Levels 1 to 4) for WT and *xrn4*, respectively (Figure 5e). Although the number of known targets detected at any level for WT and *xrn4* was similar, the number of Level 4 targets was greater (63 versus 49) and the number of Level 1 targets was fewer (13 versus 21) for *xrn4*, consistent with the increased accumulation of miRNA cleavage products in the mutant [44,64]. All of the *Arabidopsis* miRNA targets examined were previously experimentally validated and most fulfill multiple criteria. However, it is apparent that all levels contain bona fide *Arabidopsis* miRNA targets (Figure 5e).

### PARE data support precise cleavage guided by most *Brachypodium* microRNAs, with higher prominence levels evident among annotated conserved microRNAs

Next, we sought to use the same pipeline outlined in Figure 5d to further characterize the precise target cleavage sites detected with PARE for *Brachypodium*. Specifically, 262 sites in 246 predicted miRNA targets from Table 4 that had PARE data indicating precise target cleavage were examined. The level designation for each and the individual criteria passed are listed in Additional file 1: Table S3. Data for the complete set of previously annotated and newly identified miRNAs from Figure 1 are compiled in Figure 6. Even without the benefit of an *xrn4* mutant, which is not available for *Brachypodium*, a high proportion (81%) of the 116 *Brachypodium* miRNAs had PARE sequences at the precise site(s) predicted for target cleavage. Among annotated miRNAs, 85% had PARE cleavage support whereas 70% did among those newly identified in this study. When the individual cleavage sites for the multiple targets predicted for each miRNA are considered, 42 sites were Level 4 targets, and 38 were level 2 or 3. The Level 1 cleavage sites predominated for the *Brachypodium* miRNA targets with precise PARE data, particularly those of the newly identified miRNAs. Level 1 did not predominate when PARE levels were compared for the *Arabidopsis* target sites used to establish the cut-offs (Figure 5e). However, the target cleavage sites examined for *Arabidopsis* were biased toward those that were easier to detect because only those that had prior experimental validation were examined by PARE.

**Figure 6:**
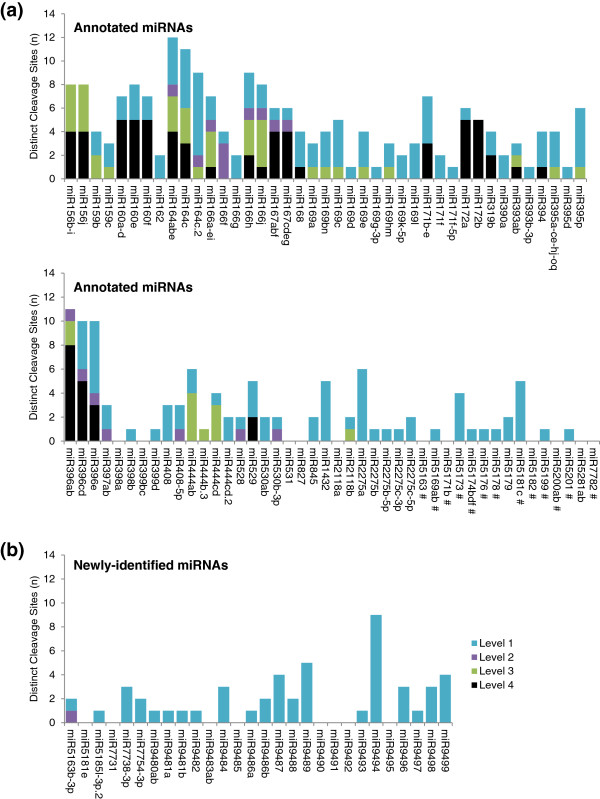
**Target prominence level distribution among precise cleavage sites with PARE data.** The number of distinct cleavage sites of each of the levels for **(a)** annotated miRNAs and **(b)** newly identified miRNAs are shown. miRNAs are listed by families in ascending order as in the supplemental tables. Non-conserved miRNAs are indicated with # in (a). miRNA, microRNA; PARE, parallel analysis of RNA ends.

An important observation made above for the level designations of *Arabidopsis* miRNA targets was also observed for those of *Brachypodium*; all prominence levels contain valid miRNA targets. For *Brachypodium*, this is indicated by the examples in the degradation plots (D-plots) in Figure 7, which indicate the location and abundance of the PARE sequence at the precise cleavage site as well as all PARE sequences matching these target RNAs. Although the PARE sequences at the Level 1 and Level 2 miRNA cleavage sites are not as prominent as those in the Level 3 and Level 4 examples, they are homologous to experimentally validated targets of conserved miRNAs in other plant systems. Additional D-plots for Level 1 to 4 targets are shown in Additional file 2: Figure S3. These data indicate that the level numbers represent a prominence score that is useful for characterizing miRNA target cleavage, and even a Level 1 cleavage at the precise predicted site for a miRNA should be considered quite strongly as evidence for cleavage.

**Figure 7:**
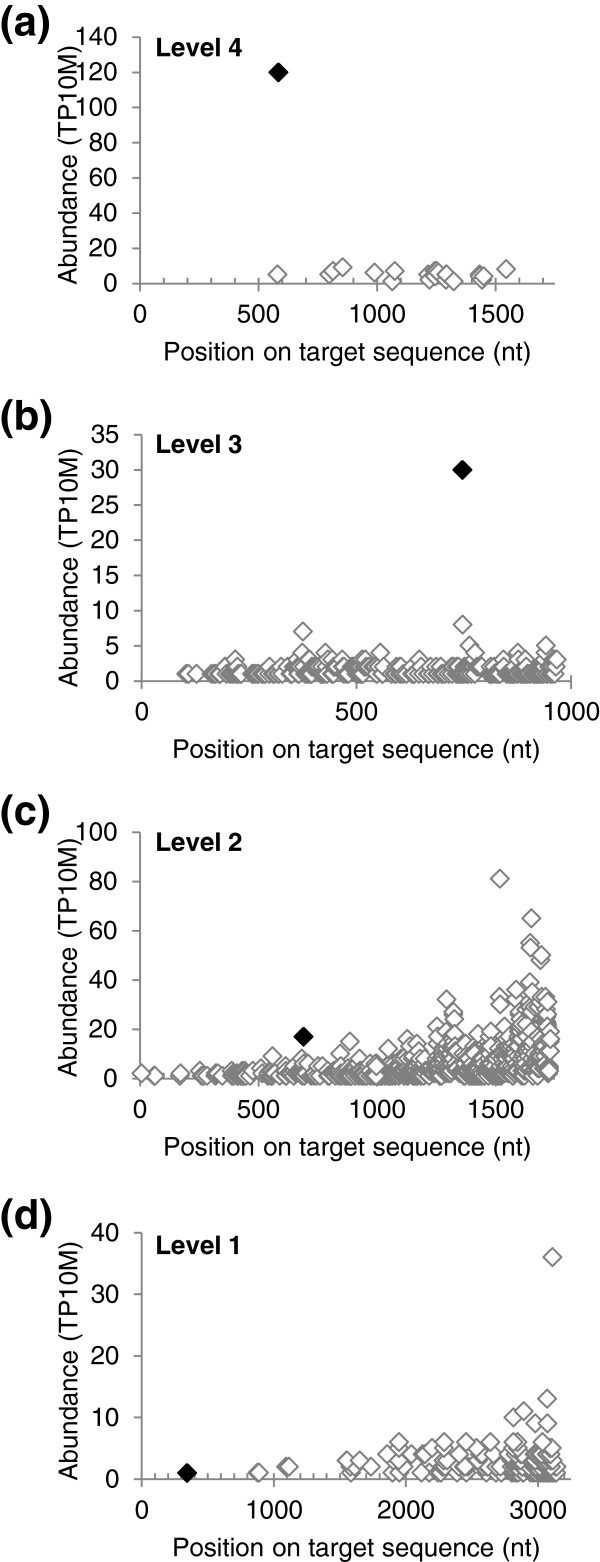
***Brachypodium *PARE data demonstrate miRNA-guided target cleavage.** Examples of degradation plots for miRNA targets for each prominence level. The abundance of all the PARE sequences matching miRNA targets are plotted with blank diamonds. The PARE sequence corresponding to the miRNA-mediated cleavage is represented by a black diamond. **(a)***Bradi1g52240*, encoding a GIBBERELLIC-ACID INSENSITIVE (GAI), REPRESSOR of GAI (RGA), and SCARECROW (SCR) (GRAS) transcription factor, is a Level 4 target of Bdi-miR171bcef. **(b)***Bradi3g05510*, encoding a SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (SPL) transcription factor is a Level 3 target of Bdi-miR156b-ij. **(c)***Bradi4g39330*, encoding a laccase, is a Level 2 target of Bdi-miR397ac. **(d)***Bradi3g51077*, encoding argonaute 1a, is a Level 1 target of Bdi-miR168. nt, nucleotide; miRNA, microRNA; PARE, parallel analysis of RNA ends; TP10M, transcripts per 10 million.

### Analysis of PARE data for identifying microRNA cleavage-initiating phased small RNAs

A small group of miRNAs initiate the production of phased siRNAs from their target loci. The cleavage guided by the miRNA defines the beginning of the phase register, which can have a 21- or 24-nucleotide periodicity. Examples of miRNAs initiating 21-nucleotide phased loci are miR173 [19], miR390 [25] and miR2118 [30], whereas miR2275 [30] is the only miRNA currently known that initiates 24-nucleotide phased loci. It has previously been reported that *Brachypodium* contains hundreds of 21- and 24-nucleotide phased loci in its panicles [31]. Since *Brachypodium* produces miR390, miR2118 and miR2275, all known for initiating phased loci, these miRNAs may initiate some or all of these previously reported loci.

PARE data captures the downstream products of miRNA-mediated cleavage and thus could help identify the location of the cleavages initiating these phased loci and the identity of the miRNAs responsible. Using the same method as we used previously [31], over 1,100 phased loci were identified in leaf, panicle, stem and root small RNA libraries (as detailed in Materials and methods). The PARE sequences corresponding to each locus +/-5 phase cycles (105- or 120-nucleotide for 21- or 24-nucleotide periods, respectively) were collected. The 13 nucleotides upstream of the PARE sequence start was added to the first 11 nucleotides of the PARE sequence to create the miRNA-complementary site ±1. These miRNA-complementary sites were compared to Bdi-miR390, Bdi-miR2118 and Bdi-miR2275, and scored such that 1 was added for each mismatch and 0.5 was added for each G:U pair. Duplexes with a score of 5 or less were considered targets of the respective miRNA. PARE sequences were associated with 945 phased loci. The miRNAs initiating 437 of the phased loci were identified (Table 5). For all but six of the loci, the PARE sequence generated by that respective miRNA was within ±1 of the dominant phase register. An example of the PARE and small RNA sequence distribution from representative loci initiated by miR2118 is shown in Additional file 2: Figure S4. Identifying the miRNAs initiating approximately 500 phased loci showed that PARE data can be a valuable tool for analysis of these loci and their cleavage sites.

**Table 5:** PARE data identifies miRNA-initiated phased loci

**miRNA**	**Phased loci**^**a**^
miR390	2
miR2118a/b	288
miR2275	146
Bdi-miR5163b-3p	1

^a^Loci with a minimum phasing score of 25.

PARE, parallel analysis of RNA ends.

Only about half of the phased loci were accounted for by miR390, miR2118 and miR2275. Since it has been reported that 22-nucleotide miRNAs can potentially initiate phased loci [27,28], the remaining seven 22-nucleotide miRNAs from Additional file 1: Table S2 were examined for their potential to target the phased loci. PARE data indicates that Bdi-miR5163b-3p targets one locus, *Bradi4g10171*, encoding an NB-ARC (nucleotide binding human APAF-1, plant R protein, *Caenorhabditis elegans* CED-4) domain-containing R protein (Table 5, Figure 8). 

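Figure 8a draws 10 bases of the target after the cut, GGAAGATCTA, which is too short to name a tag with certainty. The most abundant tag with these bases, GGAAGATCTAAGCAGAGTCG, had 34 reads in panicle, or 12.8 TP10M, and 0 reads in root, leaf and stem. A rule added after seeing these tags took the next base from a tag that spans the cut, which has 2 reads in panicle and ends in T. It left GGAAGATCTATCTATTGCCG, with 7 reads in panicle, or 2.63 TP10M, and another tag with 1 read in root. The assignment therefore rests on 1 spanning tag and remains open without the sequence of the locus. From the cleavage tag, the paper concludes that Bdi-miR5163b-3p targets this locus.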

Phasing at this locus was found in the leaf, panicle, stem and root. 

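The phasing scores could not be computed without the sequence of the locus. If the cut is at the tag GGAAGATCTATCTATTGCCG, chosen by the rule added after seeing the tags, the siRNA of 21 nucleotides that starts there had 1 read in leaf 1 and 0 reads in leaf 2, stem and root. In those libraries 3 reads correspond to 1.39, 1.13, 1.87 and 1.52 TP2M, so it was below the floor in these tissues. Among the other libraries it had 6 reads in seedling, or 7.66 TP2M, 6 in pooled stresses, or 6.84 TP2M, 5 each in heat and submergence, 3 in phosphate starvation, 2 in leaf and stem and 1 in salt. The panicle small RNA libraries are not analysed here.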

Figure 8a shows the complementarity between Bdi-miR5163b-3p and *Bradi4g10171*. The PARE and small RNA were not evenly distributed across the gene, but rather concentrated after the PARE sequence indicative of Bdi-miR5163b-3p-mediated cleavage (Figure 8b,c). The position with the maximum phase score coincides with the exact position of Bdi-miR5163b-3p cleavage (Figure 8d), and nearly all of the small RNAs within the phased region precisely coincide with the phase register (Figure 8e). Taken together, this shows that Bdi-miR5163b-3p is a novel miRNA that initiates phasing of its target locus.

**Figure 8:**
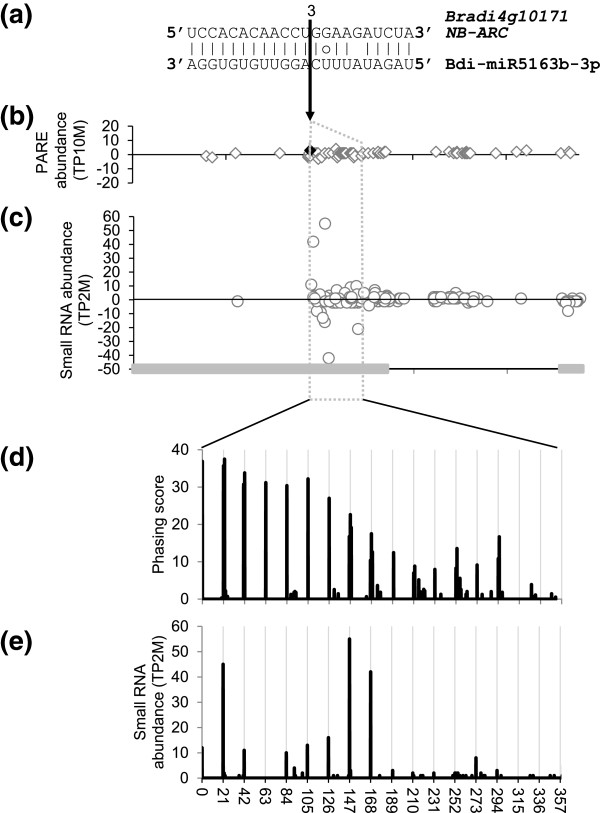
**Evidence that Bdi-miR5163b-3p**-**guided cleavage induces phased siRNAs from an NB-ARC mRNA. (a)** The sequence alignment of the *Bradi4g10171*, an *NB-ARC* gene, and Bdi-Bdi-miR5163b-3p. Lines indicate a perfect match. The circle indicates a G:U pair. The black arrow indicates the cleavage site with the TP10M PARE abundance listed above. **(b,c)** PARE and small RNA distributions for *Bradi4g10171*. The region shown is 9771971 to 9776753 on chromosome 4 and the gray boxes on the *x*-axis are the exons. Gray diamonds and circles represent PARE and small RNA sequences, respectively. The filled black diamond at the position indicated by the arrow is the PARE site generated by Bdi-miR5163b-3p cleavage. **(d)** The phasing score profile for the phased region. **(e)** The small RNA abundance profile for the phased region. PARE, parallel analysis of RNA ends; siRNA, small interfering RNA; TP10M, transcripts per 10 million; TP2M, transcripts per 2 million.

It has been proposed that phasiRNAs are often generated from protein-coding loci by miRNA-triggered cleavage and function to suppress gene families, such as those of the *PPR*, *NB-LRR* and *MYB* genes in *Arabidopsis*, *Medicago*, apple, and peach [21,23,65-67]. The aforementioned NB-ARC target of Bdi-miR5163b-3p is a member of the *NB-LRR* family of disease resistance genes as are several other predicted *NB-ARC* targets of this miRNA. Although we were not able to obtain cleavage evidence for the others from PARE data, all the *NB-ARC* targets of Bdi-miR5163b-3p are phasiRNA loci. It is notable that Bdi-miR5163b-3p does not share sequence similarity with miR472/482, miR2118, miR1507 and miR2109/miR5213, which are known to target NB domains of *NB-LRR* and trigger phasiRNA generation [21,22,24,67]. In addition, Bdi-miR5163b-3p targets the LRR domain instead of the NB domain. Bdi-miR5163b-3p has not been identified in other plants yet. These results imply that Bdi-miR5163b-3p may be a *Brachypodium*-specific miRNA that regulates *NB-ARC* genes and plays a role in disease resistance.

### PARE identifies differential cleavage by microRNA family members

Many miRNA family members have slight differences in sequences and differential expression patterns, which could cause their specificity for target regulation [34]. We investigated differential regulation of targets by miRNA family members using PARE data. 

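In the small RNA libraries, Bdi-miR156b-i was at 24215 TP2M in root and 8677 in stem (no replicates), and at 57213 ± 61341 TP2M in leaf (SD, n = 2 libraries). The leaf replicates were at 100588 and 13838 TP2M, so the spread within leaf exceeds its differences from root and stem. Bdi-miR529 was at 6.09 TP2M in root and 46.1 in stem (no replicates), and at 20.4 ± 28.9 TP2M in leaf (SD, n = 2 libraries). Leaving out each leaf replicate in turn gave 40.9 and 0 TP2M of miR529. In seedling and in leaf and stem, miR156b-i was lower, at 202 and 81.2 TP2M, and miR529 was at 0 in each (no replicates). Pooled stresses, from the same OBD library set, was also low, with miR156b-i at 101 TP2M and miR529 at 0. In the libraries outside this set, miR156b-i ranged from 5649 TP2M in cold to 251797 TP2M in phosphate starvation. The low levels thus went with the library set, and tissue cannot be told apart from it. In the unstressed shoot controls for stress and for low phosphate, miR156b-i was at 9004 and 248419 TP2M (no replicates). The panicle small RNA libraries, which hold the reproductive tissue, are not analysed here. The paper's observation rests on splinted ligation-mediated detection in diverse tissues and on PARE tags, and the small RNA levels given here are separate from it.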

We observed that two miRNA families, miR166 and miR156/529, have members with both sequence variation and differential regulation patterns. In *Brachypodium*, ten *MIR* genes encode miR166. While six *MIR166* genes generate identical guide sequences, *MIR166h*, *MIR166j* and *MIR166f* give rise to miRNA variants with slight sequence variations. 

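The tag shared by most MIR166 genes in Additional file 1: Table S2, TCGGACCAGGCTTCATTCCCC, was at 10197 TP2M in root and 8922 in stem (no replicates), and at 3491 ± 1877 TP2M in leaf (SD, n = 2 libraries). Bdi-miR166f, TCTCGGACCAGGCTTCATTCC, was at 19854 TP2M in root and 2494 in stem (no replicates), and at 265 ± 104 TP2M in leaf (SD, n = 2 libraries). The 95% Wilson intervals of miR166f were 19659 to 20051 in root and 2418 to 2572 in stem. Bdi-miR166h and Bdi-miR166j were at 1377 and 826 TP2M in stem, and miR166h had 0 reads in root. Computing TP2M from all trimmed reads moved the level of miR166f in root to 15338 TP2M.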

Interestingly, the three miR166 sequences showed differential expression patterns in diverse tissues (Figure 9a). The most abundant sequence, miR166a-eg, was ubiquitously expressed except in mature leaf tissue of six-week-old plants. However, miR166f and miR166h exhibited tissue-preferential expression in roots and panicles, respectively. The expression pattern of miR166j was not distinguishable due to sequence similarity with miR166h. Given the clustered structure of *MIR166h* and *MIR166j* (Figure 3c), it is likely that miR166j expression is similar to miR166h. To address whether the differentially expressed miR166 family members also differentially regulate their target genes, we examined the cleavage events in a target gene encoding a homeobox domain-leucine zipper (HD-ZIP) transcription factor. As shown in Figure 9a, the target gene has two major PARE sequences corresponding to cleavage sites by miR166a-eg, miR166h, miR166j and miR166f. Since miR166f has a 5′-end two-nucleotide offset relative to the other miR166 family members, the miR166f-mediated cleavage site is also shifted relative to the cleavage site mediated by other family members. 

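At the site of the miR166a-type members in Bradi1g13910, the tag CCTGGTCCGGATTCCATTGG had 62 reads in the root PARE library, or 66.8 TP10M (no replicates). The tag at the miR166f site, TGGTCCGGATTCCATTGGAA, starts 2 nucleotides downstream and had 9 reads, or 9.70 TP10M. The miR166f site thus held 12.7% of the 71 reads at both sites, with a 95% Wilson interval of 6.8% to 22.4%. Counting all tags with the drawn bases, an alternative chosen after seeing the data, gave 13.9%. The paper takes this as evidence that miR166f and the other members each guide cleavage in root.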

In root tissue, two different PARE sequences were mapped to the cleavage sites of both the root-preferential miR166f and the remaining miR166 family members. 

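In the panicle PARE library the tag at the site of the miR166a-type members had 122 reads, or 45.9 TP10M, and the tag at the miR166f site had 4 reads, or 1.51 TP10M (no replicates). The miR166f site held 3.2% of these 126 reads, with a 95% Wilson interval of 1.2% to 7.9%. Its share was lower than in root, where it was 12.7% (Fisher's exact test, p = 0.015), and this test includes sampling noise only. Between the sites, 6 panicle reads and 0 root reads start 1 nucleotide from each site, and these were left out. Counting them with the miR166f site, an alternative chosen after seeing the data, moved the panicle share most, to 7.6% with a 95% Wilson interval of 4.2% to 13.4%, and the difference from root was then within sampling noise (Fisher's exact test, p = 0.31). Counting them with the other site gave 3.0% (Fisher's exact test, p = 0.013). The paper concludes from the contrast that cleavage guided by miR166f is at a basal level in panicle.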

However, the panicle library showed only one prominent cleavage site by miR166a-eg, miR166h and miR166j, while miR166f-mediated target cleavage was detected at only a basal level. This implies that miR166 members may regulate *HD-ZIP* gene expression in a tissue-preferential manner.

**Figure 9:**
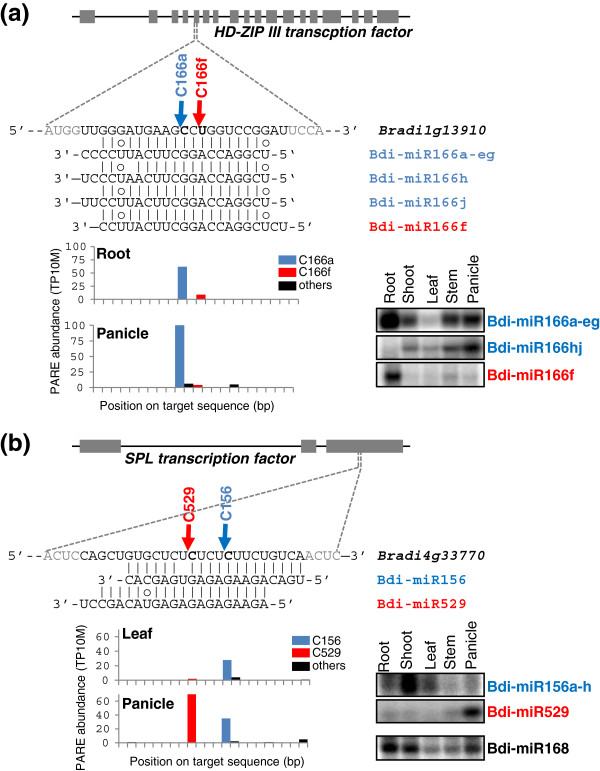
**miRNA family members show different patterns of tissue-preferential expression and target cleavage. (a)** miR166 family-mediated cleavage of *Bradi1g13910*, which encodes an HD-ZIP III transcription factor. **(b)** miR156 family-mediated cleavage of *Bradi4g33770*, which encodes a SPL transcription factor. The schematic diagrams of genomic structures for miRNA target genes are shown. The gray boxes indicate exons. The sequences of miRNA target sites and miRNA family members were aligned. Lines indicate a perfect match. Circles indicate G:U pairs. PARE sequence distribution for target sites are shown with histograms. The expression patterns of miRNA family members were examined for diverse tissues using the splinted ligation-mediated miRNA detection method. Bdi-miR168 was used for the control. bp, base pair; HD-ZIP, homeobox domain-leucine zipper; SPL, Squamosa Promoter Binding Protein-Like; miRNA, microRNA; PARE, parallel analysis of RNA ends; TP10M, transcripts per 10 million.

It has been reported that the regulation of *OsSPL14* expression by Osa-miR156 and Osa-miR529 may play a crucial role in both tillering and panicle-branching in rice [34,68,69]. To explore this regulation in *Brachypodium*, we first examined the expression pattern of Bdi-miR156 and Bdi-miR529. Bdi-miR156 was highly expressed in young shoot tissues, and downregulated in mature leaf tissues (Figure 9b). In addition, Bdi-miR156 expression in panicle tissue was much lower than that in the other tissues, whereas Bdi-miR529 was preferentially expressed in panicle tissue. These expression patterns are similar to those in rice [34,70]. Next, we addressed the effect of these two miRNAs on a target gene encoding BdiSPL14L (*Brachypodium distachyon* Squamosa Promoter Binding Protein 14-Like, an OsSPL14 homolog in *Brachypodium*), using PARE data. 

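At the miR156 site of Bradi4g33770, the tag TCTTCTGTCAACTCAGCCAT had 35 reads in the leaf PARE library, or 28.5 TP10M (no replicates). The tag at the miR529 site, TCTCTCTTCTGTCAACTCAG, had 3 reads, or 2.45 TP10M, which is the detection floor of this library. The difference within leaf exceeded sampling noise (exact binomial test of equal numbers, p = 6.7e-08). The miR529 site held 7.9% of the 38 reads, with a 95% Wilson interval of 2.7% to 20.8%, and 7.0% when tags starting within 1 nucleotide of each site were included.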

In leaf tissue of three-week-old plants, a prominent PARE sequence was mapped to a cleavage site by miR156, while the PARE sequence from the site of miR529-mediated cleavage had a very low abundance. 

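In the panicle PARE library the tag at the miR529 site had 187 reads, or 70.4 TP10M, and the tag at the miR156 site had 94 reads, or 35.4 TP10M (no replicates; exact binomial test of equal numbers, p = 3.1e-08). The miR529 site held 66.5% of these 281 reads, with a 95% Wilson interval of 60.8% to 71.8%. Including tags that start within 1 nucleotide of each site moved the share to 65.2%.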

In contrast, the PARE sequence corresponding to the site of cleavage mediated by panicle-preferential miR529 was more abundant than that of miR156 in the panicle library. This result implies that cleavage of *BdiSPL14L* during vegetative growth is predominantly miR156-guided, whereas miR529 and miR156 regulate the same gene during reproductive development. 

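The share of the miR529 site among the reads at both sites was 7.9% in leaf and 66.5% in panicle, a difference beyond sampling noise (Fisher's exact test, p = 1.9e-12). With tags starting within 1 nucleotide of each site, the shares were 7.0% and 65.2% (Fisher's exact test, p = 1.1e-13). Each tissue has 1 library, so the variation between plants is not known. The paper reasons from these proportions that miR156 guides most cleavage of this gene in vegetative tissue and that miR529 joins it in reproductive tissue.

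**Figure D3:**
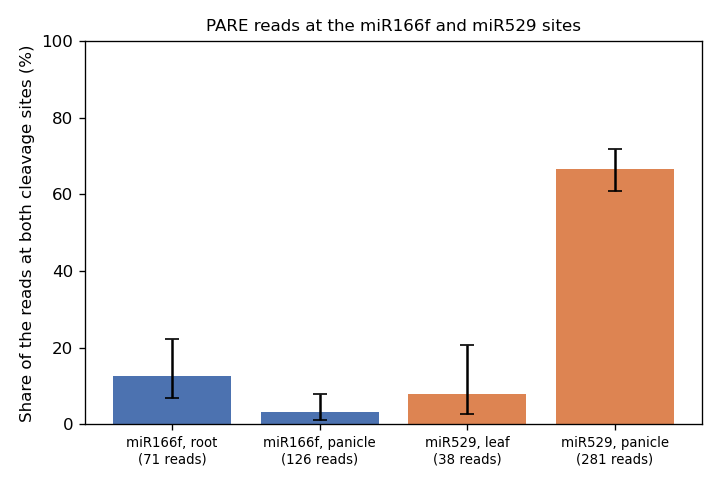
Share of the reads at both cleavage sites that fell at the miR166f site of Bradi1g13910 and at the miR529 site of Bradi4g33770 (vertical axis, percent) in single PARE libraries (horizontal axis, with the reads at both sites). Bars are shares and error bars 95% Wilson intervals. The miR529 site rises from 7.9% in leaf to 66.5% in panicle.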

In conclusion, the two examples of miRNA families shown to be differentially expressed and to guide differential target cleavage highlight the potential importance, in general, of distinct miRNA family members for post-transcriptional control.

## Discussion

In this study, we have provided a better understanding of *Brachypodium* miRNAs in several ways. The deep sequencing of 17 small RNA libraries as well as four PARE libraries from various tissues and environmentally stress-treated plants allowed for the identification of many new miRNAs and the characterization of their roles in target cleavage. The miRNAs identified include both conserved miRNAs that have not been reported in *Brachypodium*, as well as non-conserved miRNAs that have not been found in other plants and thus Thus, these miRNAs may function in gene regulatory mechanisms specific to *Brachypodium* or those shared with related species*.* Our analysis uncovered a total of 81 new miRNA precursors of conserved and non-conserved miRNAs. These confirmed 11 conserved and five non-conserved miRNA precursors that were recently reported [42]. In addition, evidence that miR162-mediated *DCL1* regulation may not function in *Brachypodium* was presented. We also identified a new mode of miR5200 regulation in response to submergence stress. More than 260 targets of new and known miRNAs with PARE sequences at the precise cleavage site were identified and characterized with a set of prominence criteria. Validated miRNA targets were found at all prominence levels and even low prominence was found to be characteristic of some targets. Combining PARE data with the small RNA data identified the miRNAs responsible for initiating approximately 500 phased loci, including one of the novel miRNAs, Bdi-miR5163b-3p. PARE data also supported differential target cleavage in various tissues by miRNA variants.

### Null function of miR162-mediated *DCL1* regulation in *Brachypodium*

It has been proposed that miR162-mediated negative feedback regulation of *DCL1*, encoding a protein responsible for miRNA biogenesis, is a widely conserved mechanism in flowering plants [71,72]. In *Arabidopsis*, *DCL1* is targeted not only by miR162, encoded at two distinct loci, but also by miR838, generated from a stem-loop in intron 14 of the *DCL1* pre-mRNA [73]. Both miRNAs repress *DCL1* mRNA expression, while DCL1 is required to process those miRNAs. This negative feedback mechanism may be required for a sophisticated homeostatic regulation of miRNA processing and subsequent target regulation in flowering plants. Even though miR838 seems to be an *Arabidopsis*-specific miRNA, miR162 is widely conserved and identified in most flowering plant species, including *Arabidopsis*, poplar, *Medicago*, tomato, rice, maize and others. However, miR162 expression was found to be extremely low in wheat [39,74], barley [75] and sorghum [76]. Our data, as well as a recent publication [39] indicate extremely low expression of miR162 in *Brachypodium* despite the presence of a miR162 precursor. Among the 17 libraries reported here, miR162 was only sequenced once and was beneath detection when examined by RNA blot (Figure 2). We also could not find any PARE sequence corresponding to a Bdi-miR162 target site in a *Brachypodium* gene that is homologous to *DCL1* (*Bradi1g77087.1*).

We identified a one-nucleotide difference in miR162 compared to the conserved sequence and hypothesized that this change may affect the stability of miRNA:miRNA* pairing, resulting in inefficient processing of the duplex. We cannot rule out other possibilities like reduced stability, less efficient nuclear export or inefficient AGO1 loading of the miRNA:miRNA* duplex. However, the lack of PARE sequences corresponding to the *MIR162* locus supports the inefficient processing of the precursor by DCL1. We also cannot rule out the possibility that the *MIR162* promoter is not active in the tissues analyzed in *Brachypodium* and its relatives. It has been reported that altered miRNA:miRNA* base pairing can affect miRNA processing in viruses, animals and plants [77,78]. In animals, those mutations are associated with cancer and other diseases [79]. In *Arabidopsis*, it has been reported that a natural variation in miR164a* from the C24 ecotype affects efficient processing of miR164a, resulting in altered leaf serration and an accessory bud formation phenotype in the C24 ecotype [80]. The functional effect of low expression of miR162 in *Brachypodium* is still unclear. In the moss *Physcomitrella patens*, Ppt-miR1047, embedded in intron 7 of *PpDCL1a*, targets a host gene, *PpDCL1* mRNA [72]. Despite the sequence and position differences between Ath-miR838 and Ppt-miR1047, they appear to have analogous functions in the negative feedback regulation of *DCL1* pre-mRNAs. This finding suggests that the miRNA-*DCL1* feedback loop is critical for control of miRNA function in land plants. Therefore, it is likely that *Brachypodium* and its relatives may have some other mechanism to regulate *DCL1* gene expression, or have evolved to control DCL1 function without a miRNA-*DCL1* feedback loop.

### miR5200 regulates gene expression of a flowering time regulator under submergence conditions

We have identified a submergence-inducible miR5200 that is predicted to target two genes encoding *FT*-*like* genes in *Brachypodium*. Interestingly, *Bdi-FTL1* was downregulated during submergence when miR5200 is induced (Figure 4b). It has been proposed that flowering is inhibited by submergence both in *Arabidopsis* and rice [81]. Ectopic expression of the rice *SUBMERGENCE1A* (*SUB1A*) gene in *Arabidopsis* led to flowering inhibition by reducing the level of *CONSTANS* (*CO*) and *FT* mRNAs. In addition, ectopic over-expression or submergence-induced expression of *SUB1A* in rice affected the abundance of mRNAs encoding *Hd1* and *Hd3a*, which encode two conserved flowering regulators of *CO* and *FT*, respectively. It is possible that *Brachypodium* also contains a similar regulatory mechanism where submergence represses flowering time by downregulation of *Bdi-FTL1*. In addition, miR5200 may also play a crucial role in downregulation of *Bdi-FTL1.* However, miR5200 was not identified in either rice or *Arabidopsis*. Our miRNA conservation analysis (Additional file 2: Figure S5) showed that wheat and barley express miR5200 or related small RNAs at low levels. Thus, miR5200 in wheat and barley also could be upregulated under submergence and target *FT-*like genes.

### Known and potential outcomes of modulating miR156/529 expression

Recently, it has been shown that over-expression of miR156 in rice, maize, switchgrass and *Brachypodium* caused morphological alterations including an increased number of branches, resulting in a favorable phenotype for improved biomass production [70,82-84]. However, over-expression of miR156 can also result in other defects like dwarfism and male sterility, likely because miR156 represses many *SPL* genes. Increased expression of *OsSPL14* due to sequence alteration of the miR156 target site leads to less tillers and more panicle branching, resulting in increased grain yields in rice [68,69]. Additionally, miR529, which is in the same miRNA family as miR156, has been proposed to play a crucial role in panicle branching [34]. Sequence variations and differential expression patterns between miR156 and miR529 could cause their distinct function in *SPL* gene repression. In our data, Bdi-miR156 and Bdi-miR529 also showed a similar differential regulation of their target gene, *Bdi-SPL14L*, when they were expressed (Figure 9b). In contrast to miR156, the effects of over-expressing miR529 have not been examined yet for transgenic plants. Since Bdi-miR529 and Bdi-miR156 share several target genes and may differ for others, their over-expression should be significant and, depending on the outcome, may suggest strategies to improve food or bioenergy crops.

### Power of PARE to identify cleaved targets of *Brachypodium* microRNAs

The PARE data we examined in this study represents a major advance because, prior to this work, the cleavage of miRNA targets had only been demonstrated by examining a limited set of *Brachypodium* miRNA targets [39,53]. The distinct cleavage of *Bdi-SPL14L* guided by Bdi-miR156 and Bdi-miR529 as discussed above, was precisely pinpointed at sites four nucleotides apart using PARE (Figure 9b), reminiscent of similar observations from rice PARE data [34]. Cleavage guided by Bdi-miR166 family members in an *HD-ZIP III* mRNA at sites two nucleotides apart was also validated with PARE (Figure 9a). In total, PARE evidence for precise cleavage at more than 263 miRNA cleavage sites was obtained. The targets with PARE cleavage evidence corresponded to 70% of the new miRNAs and 85% of the annotated miRNAs.

We found that using two distinct target prediction programs, CleaveLand and psRNATarget, was a more powerful way to predict more miRNA targets for cleavage validation with PARE than either algorithm alone (Additional file 2: Figure S2). Accordingly, this larger pool enhanced the number of cleaved targets precisely identified with PARE. We developed a characterization tool to examine the prominence of the PARE sequence at the precise cleavage site of these targets using criteria established based on *Arabidopsis* miRNA targets with independent experimental validation. This tool proved useful in several ways. First, it identified the PARE-validated targets that had the most prominent target cleavage data as exemplified by the D-plots for Level 3 or 4 targets (Figure 7 and Additional file 2: Figure S3). Second, since experimentally confirmed miRNA targets are present at all levels, by knowing which criteria a particular Level 2 or 3 target has passed (as listed in Additional file 1: Table S3), potential explanations and future experiments can be identified. For instance, a target with a D-plot exhibiting many decay intermediates towards the 3′ end or throughout the RNA may explain why the precise target may not be in the top two most abundant PARE sequences or pass the peak percentage criteria. Alternatively, the PARE sequence at the cleavage site may be of low abundance. This could be due to low accumulation of the miRNA or the target RNA in the samples examined, or because the miRNA largely inhibits translation and cleavage is less prominent. Cleavage can be detected for translationally regulated miRNA targets as is the case for miR172 and miR398 targets [16,85]. Moreover, for some targets, a low prominence level may be a conserved characteristic of the target RNA. This is clearly the case for *AGO1*. Cleavage of *AGO1* mRNA is guided by miR168 and AGO1 is a Level 2 target in *Arabidopsis* and a Level 1 target in rice and *Brachypodium* (Figure 7d and Additional file 2: Figure S6). As PARE libraries are sequenced from diverse samples and closely related species, some of the *Brachypodium* targets of new or annotated miRNAs may be classified in higher levels or found to be characteristically Level 1. The PARE data contributed by this work is extensive but likely will be augmented with additional *Brachypodium* PARE data in the future.

## Conclusions

The knowledge gained from the identification of new miRNAs and cleavage-validated miRNA targets enhances our understanding of regulatory pathways in *Brachypodium* and should inform similar studies in related plants. The novel regulation of miRNA expression detected under submergence conditions is one example. Another is the differential regulation of closely related miRNA family members, which correlates with differential target cleavage detected with PARE. The PARE data contributed by this study also contains RNA decay intermediates derived from mechanisms independent of miRNAs and thus should prove useful for studying other components of the RNA degradome.

## Materials and methods

### Plant growth and stress treatment

*Brachypodium* (Line Bd21) was used for all libraries. For the BDI small RNA and PARE libraries, seeds were germinated in soil and the plants were grown in a growth chamber at a constant 20°C, under a 20 h light, 4 h dark cycle. Leaf, stem and panicle tissues were harvested from six-week-old plants. Leaf tissue was taken from the top of the blades of the first and second leaves, not including the leaf sheath. Stem tissue was harvested from just above the first top node to just below the second node, including both nodes as well as the leaf sheath of the second leaf. Panicle tissue was harvested from plants with immature, unfertilized flowers from the tip of the spikelet to just above, but not including, the panicle node at approximately 10 h into the subjective day. To collect root tissue, seeds were husked, surface-sterilized with a 50% bleach solution, rinsed with sterile water and germinated on half-strength Murashige and Skoog (MS) medium containing 0.2% (w/v) Phytagel in sterile plastic boxes. Root tissue was harvested from three-week-old plants from the tip of the root to just below, but not including the seed.

For the OBD set of small RNA libraries from tissues, *Brachypodium* plants were grown with supplemental light for a 16 h photoperiod at 25°C. For OBD02, leaf and stem tissues were collected at days 7 to 8, 14 to 15, and 27 to 28 and pooled. Panicle tissue was collected at days 28 to 35 at four times: 0700 (dawn), 1300, 1900 and 0100 hours. For OBD03, whole seedlings including roots were pooled. Two samples were grown in soil under a 16 h photoperiod and tissues were collected from three- and four-day-old plants. Two additional samples included five-day-old etiolated seedlings and light-grown seedlings grown on moistened filter paper.

Stress treatments and controls except phosphate starvation and its control for BDI small RNA libraries were conducted using three-week-old plants planted in soil under normal growth conditions with a 20 h photoperiod as above. Stresses began 5 h to 6 h after the lights came on. For heat stress, plants were moved to 40°C for 12 h. For cold stress, plants were moved to 4°C in a cold room for 12 h. For drought stress, plants were removed from the soil and rinsed, blotted dry with paper towels, and air-dried for 12 h. For salt stress, the base of the plant pot was submerged in 300 mM NaCl solution for 12 h to a depth of approximately 1 inch, without covering the soil. For submergence stress, plants were fully submerged in 20°C water for 24 h. For phosphate starvation stress, seeds were planted in MS media without KH_2_PO_4_, and control plants were planted in MS media; plants were harvested at three weeks, 5 to 6 h after lights on. Control plants were sampled at the same time as the stress treatments.

For OBD04, tissues from plants treated with abiotic, biotic and mechanical stresses were pooled. For abiotic stress, leaves and stems were collected from plants subjected to heat (37°C), cold (4°C), salt (200 mM NaCl) and osmotic (300 mM mannitol) treatments. For biotic stress, leaves were collected from plants with the following treatments. For the bacterial treatment, *Pseudomonas fluorescens* and *Pseudomonas syringae* pv. *tomato* DC3000 (*Pto* DC3000) were delivered to 28–29-day-old *Brachypodium* leaves under vacuum at 1 × 10^7^ cfu/mL. Leaves of four-week-old plants were placed in a 1.5 ml microcentrifuge tube containing 20 μg/mL victorin. Tissue was harvested 24 h after treatment with victorin. Mechanical stress was applied by crushing the leaves of 29–30-day-old plants with tweezers. Unless otherwise indicated, libraries were made from a pool of samples collected every 4 h after the stress began, that is, 4 h + 8 h + 12 h + 16 h + 20 h + 24 h.

All collected tissues were immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction.

### Small RNA library construction and sequencing

The BDI set of small RNA libraries were constructed as described [31,86] with minor modifications. Briefly, total RNAs were isolated using the Trizol reagent (Molecular Research Center), and low molecular weight RNA was purified from total RNA by PEG8000/NaCl precipitation. Following denaturing urea PAGE purification of the 20- to 30-nucleotide components, small RNAs were ligated first with the 5′ RNA adapter (5′ GUUCAGAGUUCUACAGUCCGACGAUC 3′) and then the 3′ RNA adapter (5′ PUCGUAUGCCGUCUUCUGCUUG-idT 3′). In each step, the ligated products were purified with PAGE gel. After the first strands of cDNAs were synthesized using RT primer (5′ CAAGCAGAAGACGGCATACGA 3′) and purified with PAGE gel, the final bands were amplified using 18 cycles of PCR using PCR primers (forward PCR primer: 5′ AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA 3′, reverse PCR primer: 5′ CAAGCAGAAGACGGCATACGA 3′) and purified with PAGE gel for sequencing. The OBD set of small RNA libraries was constructed as described [31]. Libraries were sequenced on an Illumina GAIIx instrument.

### Computational analysis of small RNA sequencing data and microRNA identification

The raw sequencing data was trimmed by removing adapter sequences, and mapped to the *Brachypodium* genome 8X assembly [87] using Bowtie [88]. The two pipelines used for the computational analysis of the small RNA libraries and the identification of miRNAs is outlined in Figure 1. For the stringent criteria pipeline, small RNA sequences 20 to 24 nucleotides in length, with an abundance of ≥10 TP2M in at least one library, and ≤20 total genome hits, were evaluated for potential pairing of miRNA and miR* using a modified version of miREAP optimized for plant miRNAs [21,34]. Strand bias was calculated as the total abundance of sequences matching the sense strand divided by the total abundance of all sequences matching both strands. Abundance bias was calculated as the sum of the abundances of the top two sequences for the precursor divided by the total abundance of all matching sequences. Sequences with a strand bias of ≥0.9 and an abundance bias of ≥0.7 were selected and the stem-loop structure was predicted using UNAFold [89]. Precursor sequences with ≤4 mismatches and bulges in the miRNA:miRNA* pairing, and a bulge size of ≤1 nucleotide were selected for final manual analysis. Each precursor structure was inspected manually to give visual confirmation of the secondary structure, that the predicted miRNA sequence was the most abundant sequence variant at the precursor and that additional miRNA sequences originate from the same precursor. A custom Perl script for this pipeline is available as Supplemental Dataset 1 in Jeong *et al*. [34].

For the sequence homology pipeline, annotated miRNAs from 47 flowering plant species in miRBase Release 18 were mapped to the *Brachypodium* genome 8X using Bowtie [88] with zero mismatches. miRBase sequences 20 to 24 nucleotides in size with ≤20 genome hits were then matched to the small RNA libraries to identify conserved miRNAs. Further conserved candidates were selected from the small RNA sequences that had an abundance ≥1 TP2M in at least one library and did not pass the stringent criteria pipeline. If multiple sequences mapped to the same genome position, the most abundant sequence was chosen. A putative precursor was selected from sequences 150-nucleotide upstream and 150-nucleotide downstream from the 5′ end of the miRNA. For sequences within 100 nucleotides of each other, the most abundant miRNA was selected for choosing the precursor location. Stem-loop structures of the putative precursors were predicted using UNAFold [89], and precursor sizes and positions were adjusted manually to achieve the best folding structure. Sequences with ≤8 mismatches plus bulges within the miRNA/miRNA* pairing were then evaluated for strand bias and abundance bias with cut-offs of 0.9 and 0.4, respectively. Finally, precursors were evaluated manually for additional miRNA candidates.

Identified miRNAs were matched to miRBase Release 18 with up to two mismatches allowed for naming. Sequences that did not match any known miRNA were considered novel; those sequences only found in *Brachypodium* were considered non-conserved and annotated, and those sequences matching at least one additional species were considered conserved miRNAs.

Additionally, miRNAs with known family members that did not pass any of the pipelines were manually searched for in miRBase Release 19 using the criteria of up to three mismatches.

### microRNA detection using RNA blots

Low molecular weight RNA was isolated from 150 μg of total RNA by PEG/NaCl precipitation and separated on 15% denaturing PAGE gels, transferred to Hybond N^+^ nylon membranes (Amersham Biosciences), and fixed by UV cross-linking. The DNA oligonucleotide probes listed in Additional file 1: Table S4 were purified and hybridized [34].

### microRNA RNA detection with splinted ligation-mediated miRNA detection

miRNAs were detected using the miRNAtect-It miRNA labeling and detection kit (Affymetrix) as in [90-92]. Specific bridge oligonucleotides shown in Additional file 1: Table S5 were ligated to both 5 to 20 μg of total RNA and a P^32^-labeled detection oligo. Products were separated on a 15% denaturing PAGE gel and visualized using a Typhoon Phosphoimager.

### mRNA detection using RNA blots

To detect mRNA, 20 μg of total RNA was loaded on 1.5% formaldehyde agarose gels, transferred to Hybond N^+^ nylon membranes, and probed with P^32^-labeled complementary DNA sequences generated by PCR using the primers listed in Additional file 1: Table S5 and the Church and Gilbert hybridization buffer [93].

### PARE library construction and sequencing

PARE libraries were constructed as described [94] with minor modifications. Briefly, total RNA was extracted with Trizol Reagent (Molecular Research Center) and PolyA RNA was isolated. A 5′ RNA adapter was added to ligation-competent RNA molecules containing a 5′ monophosphate, and the resulting products were reverse-transcribed into cDNA using an oligo(dT) primer with a 3′ adapter sequence, and amplified by PCR. In each step the ligated products were purified with PAGE gel. The resulting product was digested with *Mme*I to capture 20- or 21-bp fragments. *Mme*I cleavage products were ligated with a double-stranded DNA 3′ adapter with degenerate overhangs and amplified by PCR. Final bands were purified with PAGE gel and used for high-throughput sequencing. Libraries were sequenced on an Illumina GAIIx instrument.

### Identifying microRNA targets

Putative miRNA targets were identified using three target prediction schemes. Using the CleaveLand v2.0 suite of software [95], miRNAs were matched to *Brachypodium* coding sequence CDSv1.2 [96] using SHRiMP V2.2.0 [87], and miRNA targets with a target score ≤7 were identified using the Perl script described previously [97]. A second, modified version of CleaveLand (CleaveLandM) was run, again using SHRiMP V2.2.0, to match to the coding sequence, but modified to use the scoring system detailed in [98]. Targets were identified with a score ≤4. Finally, targets were predicted using psRNATarget [99] with the following parameters: the maximum expectation was 5.0, length for complementarity scoring (hspsize) was set to the length of the miRNA, and the range of central pairing was 10 to 11 [100].

### Characterizing microRNA targets in PARE libraries

PARE sequences were trimmed of adapters and down to 20 nucleotides. PARE sequences were then matched to the *Brachypodium* genome 8X assembly and CDS (MIPSV1.2) using Bowtie. Sequences matching the genome more than 20 times, as well as regions of single-, double- or triple-nucleotide sequences >12 nucleotides in length were removed. PARE libraries were normalized to TP10M by multiplying by a factor of 10,000,000 divided by the number of genome-matched sequences Using custom-written Perl scripts, predicted miRNA targets were matched to the PARE data from each of the four tissue libraries in Table 3, and PARE sequences that paired with the miRNA at the precise canonical cleavage site were identified. For each PARE sequence passing these filters, the data from the library in which the precise PARE sequence at the target cleavage site had the highest abundance was used for further characterization using the prominence criteria outlined in the text.

Previously published *Arabidopsis* inflorescence wild-type (Col-0) and *xrn4* mutant PARE libraries [44] were exactly matched to the TAIR9 genome and cDNAs. Sequences matching the genome more than 20 times, sequences matching rRNAs, tRNAs, small nuclear RNAs and small nucleolar RNAs, and sequences with single-, double- or triple-nucleotide repeats >12 nucleotides in length were removed. PARE parameters, including abundance, peak percentage and abundance rank in the transcript, were established for the 137 previously reported *Arabidopsis* miRNA targets listed in Additional file 1: Table S4, and criteria for the *Brachypodium* PARE libraries was established from parameters of the *Arabidopsis* miRNA targets. Abundance is the abundance of the PARE sequence at the exact miRNA cleavage site. The peak percentage was calculated as the abundance of the PARE sequence exactly matching the miRNA cleavage site divided by the sum of all PARE sequences matching the transcript times 100. The abundance rank was determined by listing all PARE sequences matching the transcript in order from largest to smallest.

### Phasing analysis

The 21- and 24-nucleotide phased loci were identified using Perl scripts as previously described [31] with a minimum phasing score ≥25. The small RNA libraries BDI02, BDI04, BDI05, BDI06, BDI08, OBD01, OBD02 and OBD03 were used for this analysis. To set the boundaries of the phased loci, the libraries were combined and the 5′ end was set to the position where the phase score first was ≥20 in any library. The 3′ boundary was set at the last phase window with a score ≥20. The PARE sequences within five phase periods of these loci were pulled from the BDI25 PARE library and scored for complementarity to Bdi-miR390, Bdi-miR2118, Bdi-2275 and the 22-nucleotide small RNAs listed in Additional file 1: Table S2. Each mismatch between the target and miRNA had a penalty of 1 and each G:U pairing had a penalty of 0.5. Those with a score of 5 or less were considered targets of the respective miRNA.

### Accession numbers

Newly generated small RNA data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) under accession number GSE52441 (GSM1266839 to GSM1266857). Two panicle small RNA libraries were previously published [31] and registered under GEO numbers GSM506620 and GSM506621. The data are also available online [101,102].

## Abbreviations

AGO: ARGONAUTE protein; bp: base pair; CDS: coding sequence; DCL: Dicer-like protein; D-plot: degradation plot; kb: kilobase; HD-ZIP: homeobox domain-leucine zipper; LRR: leucine-rich repeat; miRNA: microRNA; MS medium: Murashige and Skoog medium; NB: nucleotide binding; PAGE: polyacrylamide gel electrophoresis; PARE: parallel analysis of RNA ends; PCR: polymerase chain reaction; phasiRNA: phased siRNA; RISC: RNA-induced silencing complex; RT: reverse transcriptase; siRNA: small interfering RNA; tasiRNA: trans-acting siRNA; TP10M: transcripts per 10 million; TP2M: transcripts per 2 million; WT: wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

D-HJ, SAS, SP, MG, MAG and MA performed the experiments. D-HJ, SAS, LAR, JZ, BCM and PJG analyzed the data. DFG provided materials. NF, SEF, TCM and JCC developed and provided data for the OBD libraries. D-HJ, SAS, LAR and PJG wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Precursors of *Brachypodium* miRNAs. **Table S2.** Conserved and non-conserved annotated miRNAs. **Table S3.** miRNA targets with PARE sequences at the predicted cleavage sites. **Table S4.***Arabidopsis* miRNA targets. **Table S5.** Oligomers used in this study. Click here for file

Additional file 2: Figure S1 Predicted secondary structure of Bdi-MIR444 precursors. **Figure S2.** Target prediction programs identified distinct subsets of targets. **Figure S3.** Representative D-plots for miRNA targets at each stringency level. **Figure S4.** Bdi-miR2118 cleavage induces phasing. **Figure S5.** Bdi-miR5200 in diverse plant species. **Figure S6.** D-plots of AGO1 for *Arabidopsis*, rice and *Brachypodium.* Click here for file

# Supplementary material for: Parallel analysis of RNA ends enhances global investigation of microRNAs and target RNAs of Brachypodium distachyon
**Source:** Genome Biol. 2013 Dec 24;14(12):R145. doi: 10.1186/gb-2013-14-12-r145
**Supplement:** Additional file 1: Table S1 — Precursors of Brachypodium miRNAs. Table S2. Conserved and non-conserved annotated miRNAs. Table S3. miRNA targets with PARE sequences at the predicted cleavage sites. Table S4.Arabidopsis miRNA targets. Table S5. Oligomers used in this study.

**Table S1. Precursors of Brachypodium miRNAs.**

^1^miRNA gene families were grouped based on the sequence similarity of the mature miRNAs. Strand ratio is the ratio of the sum of TP2M values from the most abundant small RNAs, to the sum of all the small RNAs matching a miRNA precursor. The abundance ratio is the ratio of the sum of TP2M values of the small RNAs matching the same strand of a precursor, to the sum of TP2M values of the small RNAs matching both strands.

**Table S2. Conserved and Non-conserved Annotated miRNAs.**

miRNA gene families were grouped based on the sequence similarity. The sequences of miRNA family members were aligned, and nucleotides that differ are shown in red. 

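The abundances in this table are sums over 17 libraries. For the 15 libraries analysed here, the corresponding sum for Bdi-miR168 was 3024760 TP2M, where the paper's value is 2961266. For 14 of the 116 miRNAs the sum over the 15 libraries was more than 1% above the paper's sum over 17.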

Abundance is from sum of TP2M values from all the libraries.

**Table S3. miRNA Targets with PARE Sequences at the Predicted Cleavage Sites.**

^a^The sum of abundance of the PARE sequence in all four libraries. ^b^NP indicates that the score was over the cutoff for the program, i.e. not predicted. ^c^A= Abundance, T= Rank, P=Peak %.

.

**Table S4. Arabidopsis miRNA Targets.**

1. Rhoades MW, Reinhart BJ, Lim LP, Burge CB, Bartel B, Bartel DP: Prediction of plant microRNA targets. *Cell* 2002,110:513.

2. German MA, Pillay M, Jeong DH, Hetawal A, Luo S, Janardhanan P, Kannan V, Rymarquis LA, Nobuta K, German R, De Paoli E, Lu C, Schroth G, Meyers BC, Green PJ: Global identification of microRNA-target pairs by parallel analysis of RNA ends. *Nature Biotech* 2008,26:941.

3. Palatnik JF, Wollmann H, Schommer C, Schwab R, Boisbouvier J, Rodriguex R, Warthmann N, Allens E, Dezulian T, Huson D, Carrington JC, Weigel D: Sequence and expression differences underlie functional specialization of *Arabidopsis* microRNAs miR159 and miR319. *Dev Cell* 2007,13:115.

4. Howell, MD. Genome-wide analysis of the RNA-Dependent RNA Polymerase 6/Dicer-Like 4 pathway in Arabidopsis reveals dependency on miRNA- and tasiRNA-directed targeting. *Plant Cell* 2007,19:926.

5. Rhoades MW, Bartel P: Computational identification of plant microRNAs and their targets, including a stress-induced miRNA. *Mol Cell* 2004,14:787.

6. Xie Z, Allen E, Fahlgren N, Clamar A, Givan SA, Carrington JC: Expression of Arabidopsis miRNA genes. *Plant Phys* 2005,18:2145.

7. Souret FF, Kastenmayer JP, Green PJ: AtXRN4 degrades mRNA in Arabidopsis and its substrates include selected miRNA targets. *Mol Cell* 2004,15:173.

8. Allen EA, Xie Z, Gustafson AM, Carrington JC: MicroRNA-directed phasing during trans-acting siRNA biogenesis in plants. *Cell* 2005,121:207.

9. Addo-Quaye C, Eshoo TW, Bartel DP, Axtell MJ: Exogenous siRNA and miRNA targets identified by sequencing of the *Arabidopsis* degradome. *Curr Biol* 2008,18:758.

10. Rajogopalan R, Vaucheret J, Trejo J, Bartel DP: A diverse and evolutionarily fluid set of microRNAs in Arabidopsis thaliana. *Genes Dev* 2006,20:3407.

11. Fahlgren N, Howell MD, Kasschau KD, Chapman EJ, Sullivan CM, Cumbie JS, Givan SA, Law TF, Grant SR, Dangl JL, Carrington JC: High-throughput sequencing of *Arabidopsis* microRNAs: Evidence for frequent birth and death of miRNA genes. *PLoS ONE* 2007,2: e219. doi:10.1371/journal.pone.0000219.

**Table S5. Oligomers Used in This Study**

| **Name** | **Sequence** | **Purpose** |
| --- | --- | --- |
| Bdi-FTL1 (Bradi1g48830) Forward | ATGCTCCTAGTCCAAGCGAC | Oligomer to amplify gene specific probe |
| Bdi-FTL1 (Bradi1g48830) Reverse | AGAGCTCGGCGAAGTCCCTG | Oligomer to amplify gene specific probe |
| Bdi-miR162 | CCGGATGCAGAGGTTTATCGA | miRNA probe |
| Ath-miR162ab, Osa-miR162a | CTGGATGCAGAGGTTTATCGA | miRNA probe |
| miR166 | GGGGAATGAAGCCTGGTCCGA | miRNA probe |
| Bridgeoligo of Bdi-miR399 | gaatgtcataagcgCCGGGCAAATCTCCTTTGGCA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR827 | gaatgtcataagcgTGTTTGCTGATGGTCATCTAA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR168 | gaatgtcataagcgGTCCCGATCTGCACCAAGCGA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR5200 | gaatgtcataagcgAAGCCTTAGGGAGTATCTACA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR166a-eg | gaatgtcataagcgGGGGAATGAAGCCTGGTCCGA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR166h | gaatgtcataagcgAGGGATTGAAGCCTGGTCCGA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR166f | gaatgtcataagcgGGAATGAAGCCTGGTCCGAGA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR156a-h | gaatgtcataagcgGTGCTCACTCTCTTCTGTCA | Bridge oligonucleotide to detect miRNA |
| Bridgeoligo of Bdi-miR529 | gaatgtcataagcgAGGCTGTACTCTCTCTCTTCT | Bridge oligonucleotide to detect miRNA |

# Supplementary material for: Parallel analysis of RNA ends enhances global investigation of microRNAs and target RNAs of Brachypodium distachyon
**Source:** Genome Biol. 2013 Dec 24;14(12):R145. doi: 10.1186/gb-2013-14-12-r145
**Supplement:** Additional file 2: Figure S1 — Predicted secondary structure of Bdi-MIR444 precursors. Figure S2. Target prediction programs identified distinct subsets of targets. Figure S3. Representative D-plots for miRNA targets at each stringency level. Figure S4. Bdi-miR2118 cleavage induces phasing. Figure S5. Bdi-miR5200 in diverse plant species. Figure S6. D-plots of AGO1 for Arabidopsis, rice and Brachypodium.

## Slide 1
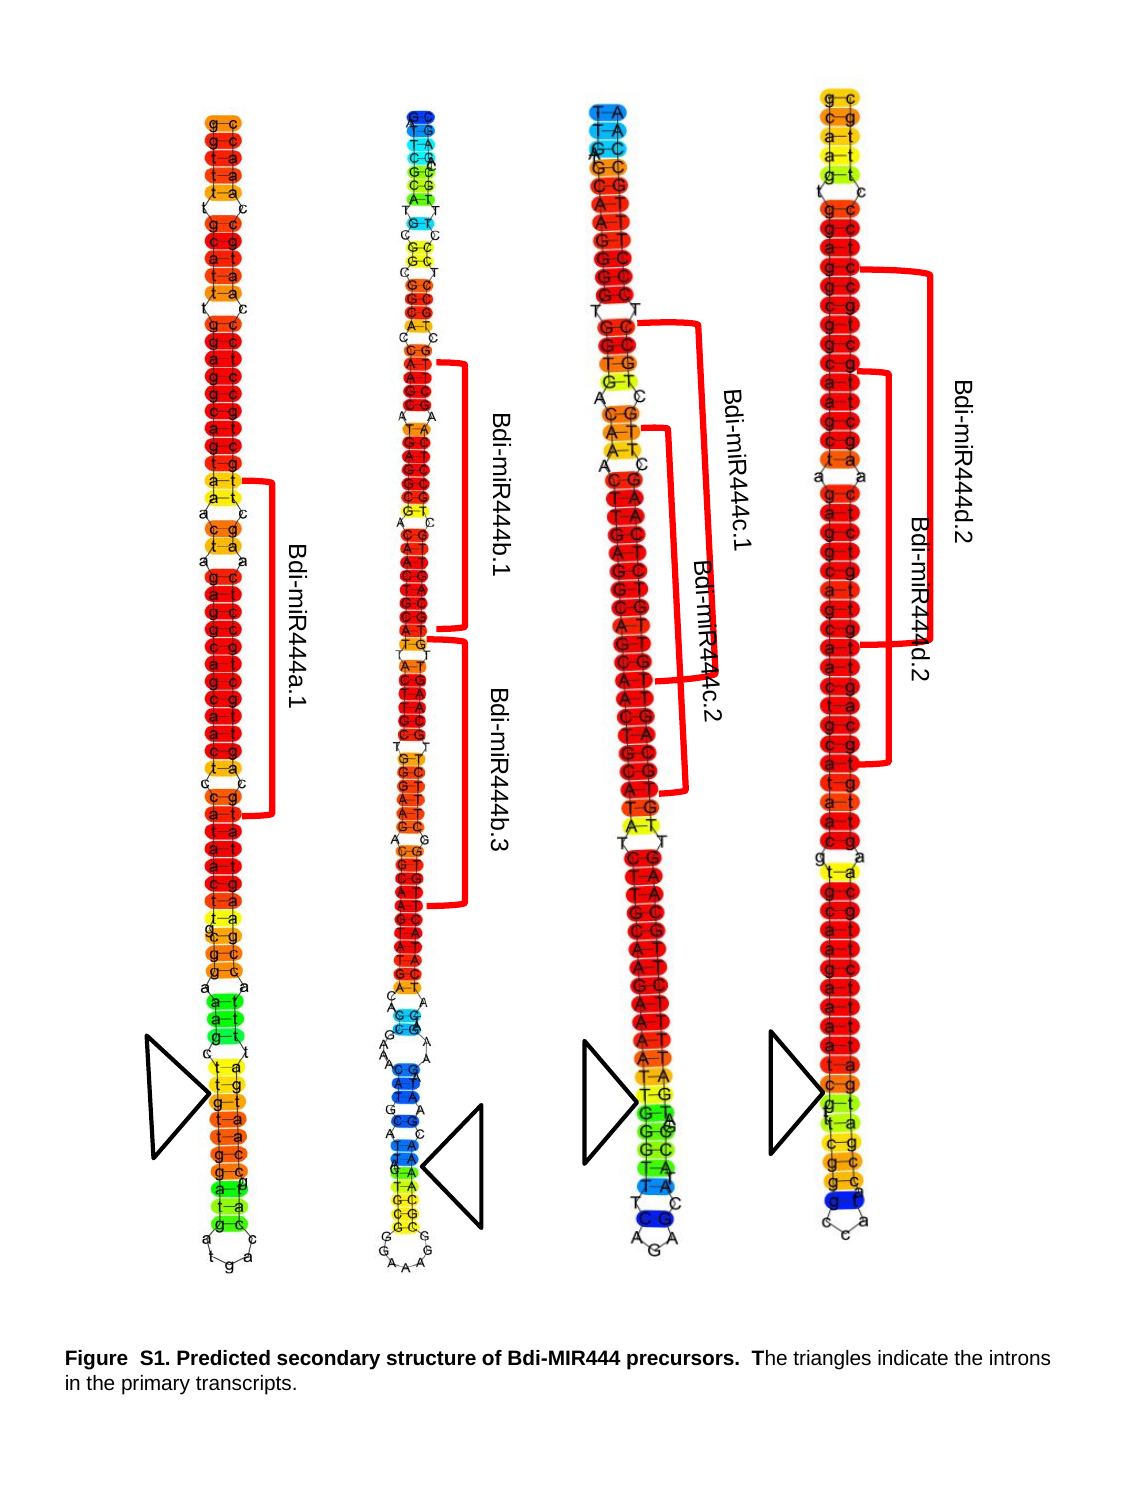

Bdi-miR444d.2
Bdi-miR444c.1
Bdi-miR444b.1
Bdi-miR444d.2
Bdi-miR444a.1
Bdi-miR444c.2
Bdi-miR444b.3
Figure S1. Predicted secondary structure of Bdi-MIR444 precursors. The triangles indicate the introns in the primary transcripts.

## Slide 2
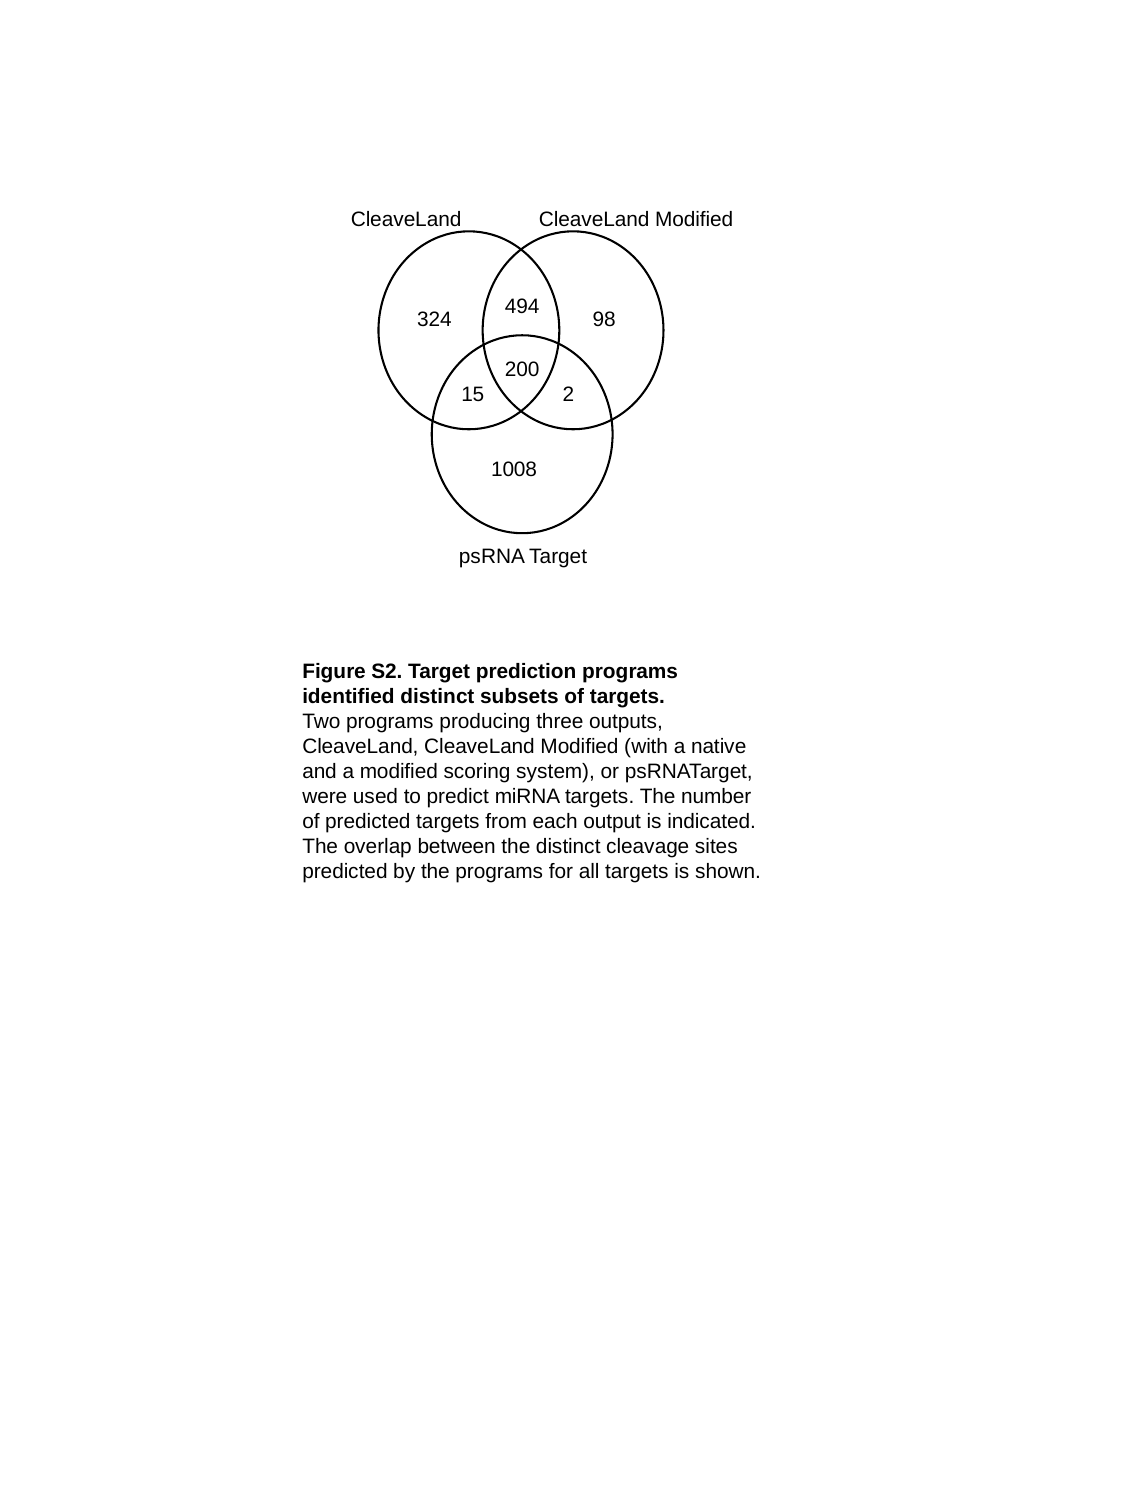

CleaveLand
CleaveLand Modified
494
324
98
200
15
2
1008
psRNA Target
Figure S2. Target prediction programs identified distinct subsets of targets.
Two programs producing three outputs, CleaveLand, CleaveLand Modified (with a native and a modified scoring system), or psRNATarget, were used to predict miRNA targets. The number of predicted targets from each output is indicated. The overlap between the distinct cleavage sites predicted by the programs for all targets is shown.

## Slide 3
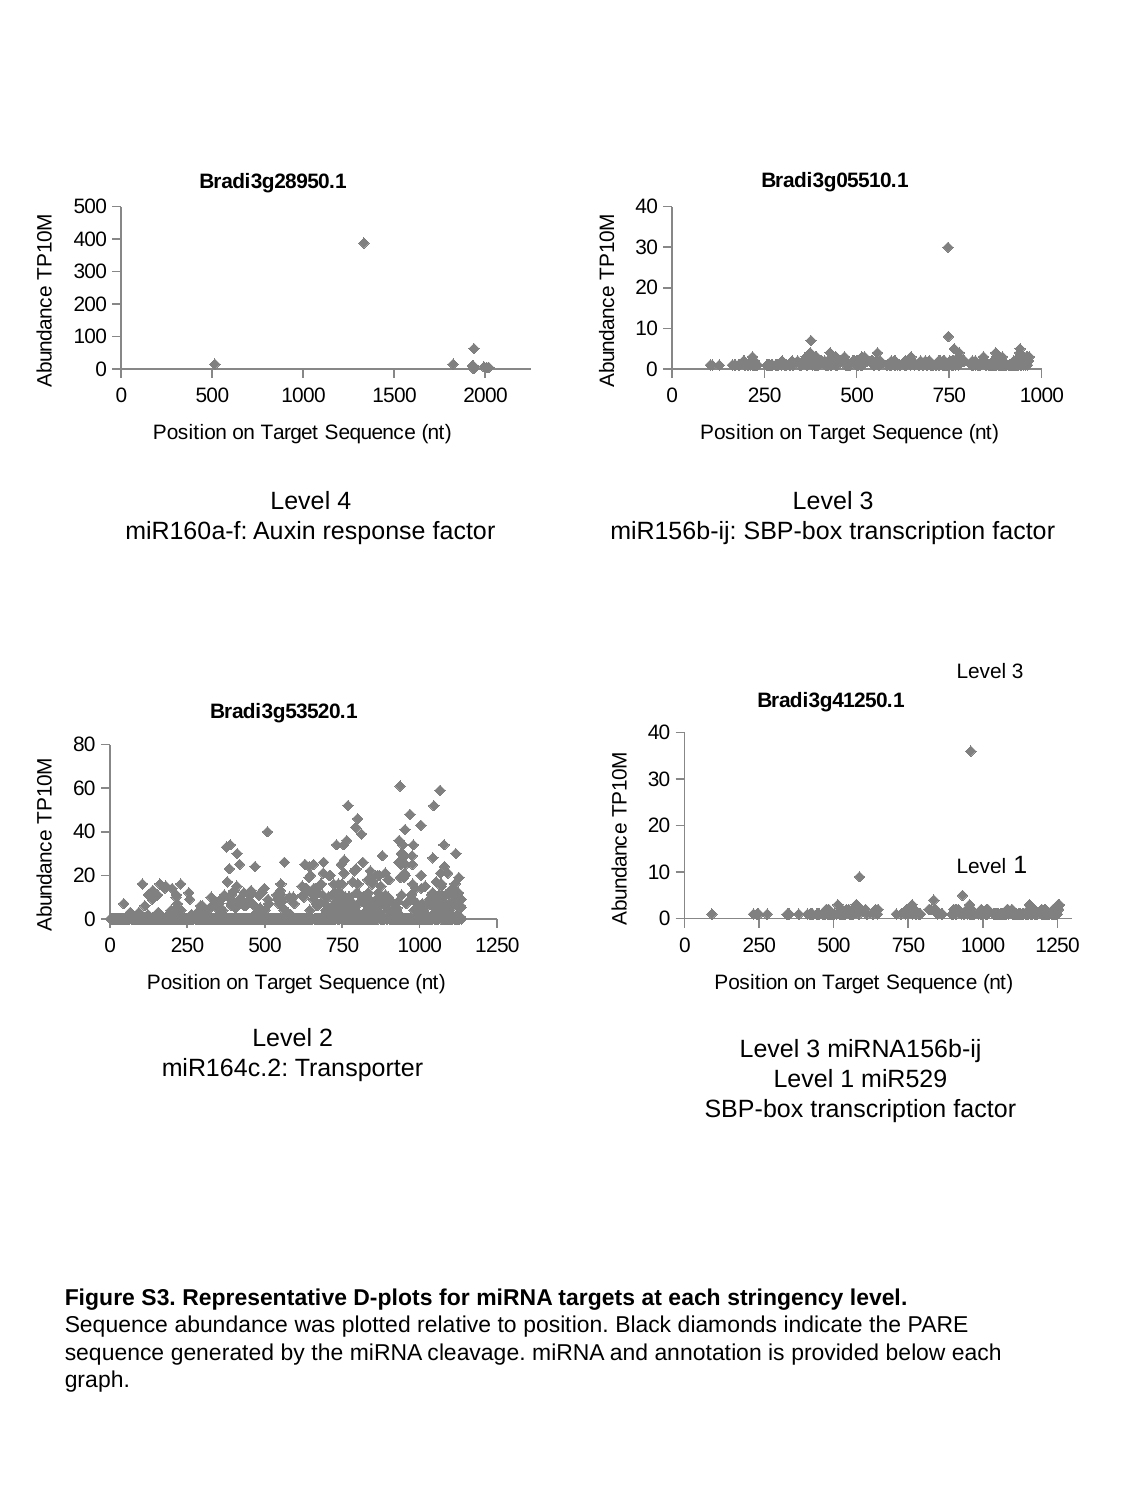

### Chart: Bradi3g28950.1
| Category | |
|---|---|Level 4
miR160a-f: Auxin response factor
### Chart: Bradi3g05510.1
| Category | |
|---|---|Level 3
miR156b-ij: SBP-box transcription factor
Level 3
### Chart: Bradi3g41250.1
| Category | |
|---|---|Level 1
Level 3 miRNA156b-ij
Level 1 miR529
SBP-box transcription factor
### Chart: Bradi3g53520.1
| Category | |
|---|---|Level 2
miR164c.2: Transporter
Figure S3. Representative D-plots for miRNA targets at each stringency level. Sequence abundance was plotted relative to position. Black diamonds indicate the PARE sequence generated by the miRNA cleavage. miRNA and annotation is provided below each graph.

## Slide 4
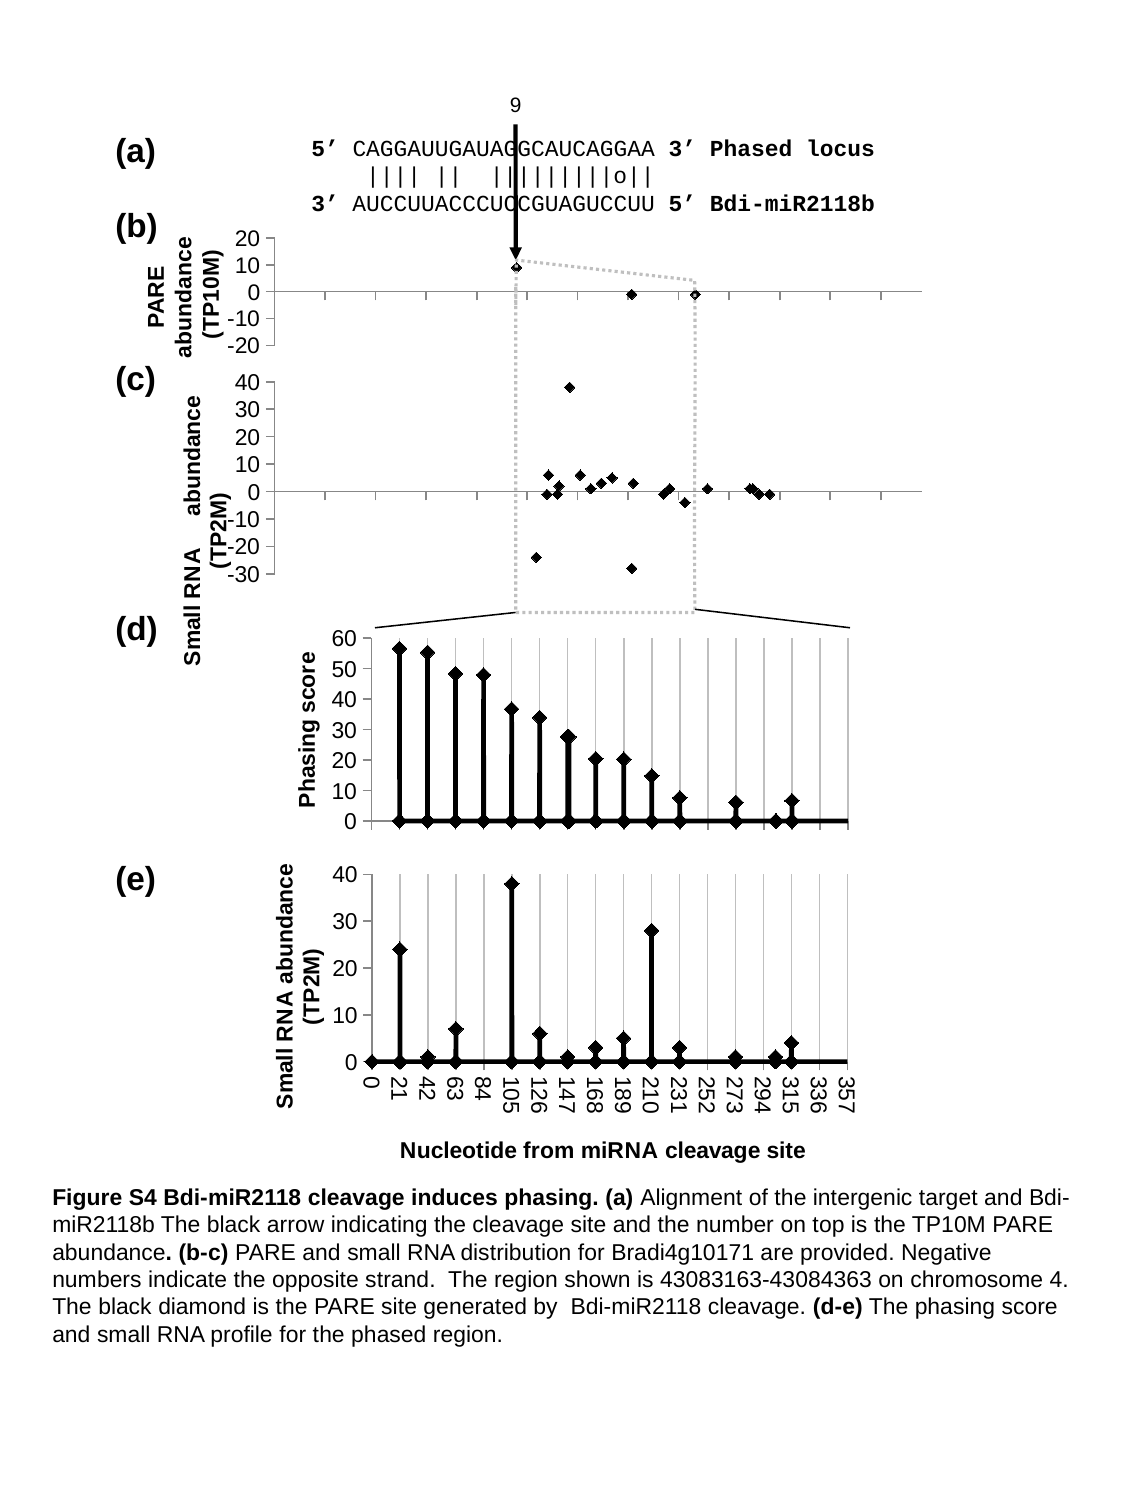

9
5’ CAGGAUUGAUAGGCAUCAGGAA 3’ Phased locus
 |||| || |||||||||o||
3’ AUCCUUACCCUCCGUAGUCCUU 5’ Bdi-miR2118b
(a)
(b)
### Chart
| Category | |
|---|---|PARE
 abundance
 (TP10M)
(c)
### Chart
| Category | |
|---|---|(d)
### Chart
| Category | |
|---|---|(e)
### Chart
| Category | |
|---|---|Figure S4 Bdi-miR2118 cleavage induces phasing. (a) Alignment of the intergenic target and Bdi-miR2118b The black arrow indicating the cleavage site and the number on top is the TP10M PARE abundance. (b-c) PARE and small RNA distribution for Bradi4g10171 are provided. Negative numbers indicate the opposite strand. The region shown is 43083163-43084363 on chromosome 4. The black diamond is the PARE site generated by Bdi-miR2118 cleavage. (d-e) The phasing score and small RNA profile for the phased region.

## Slide 5
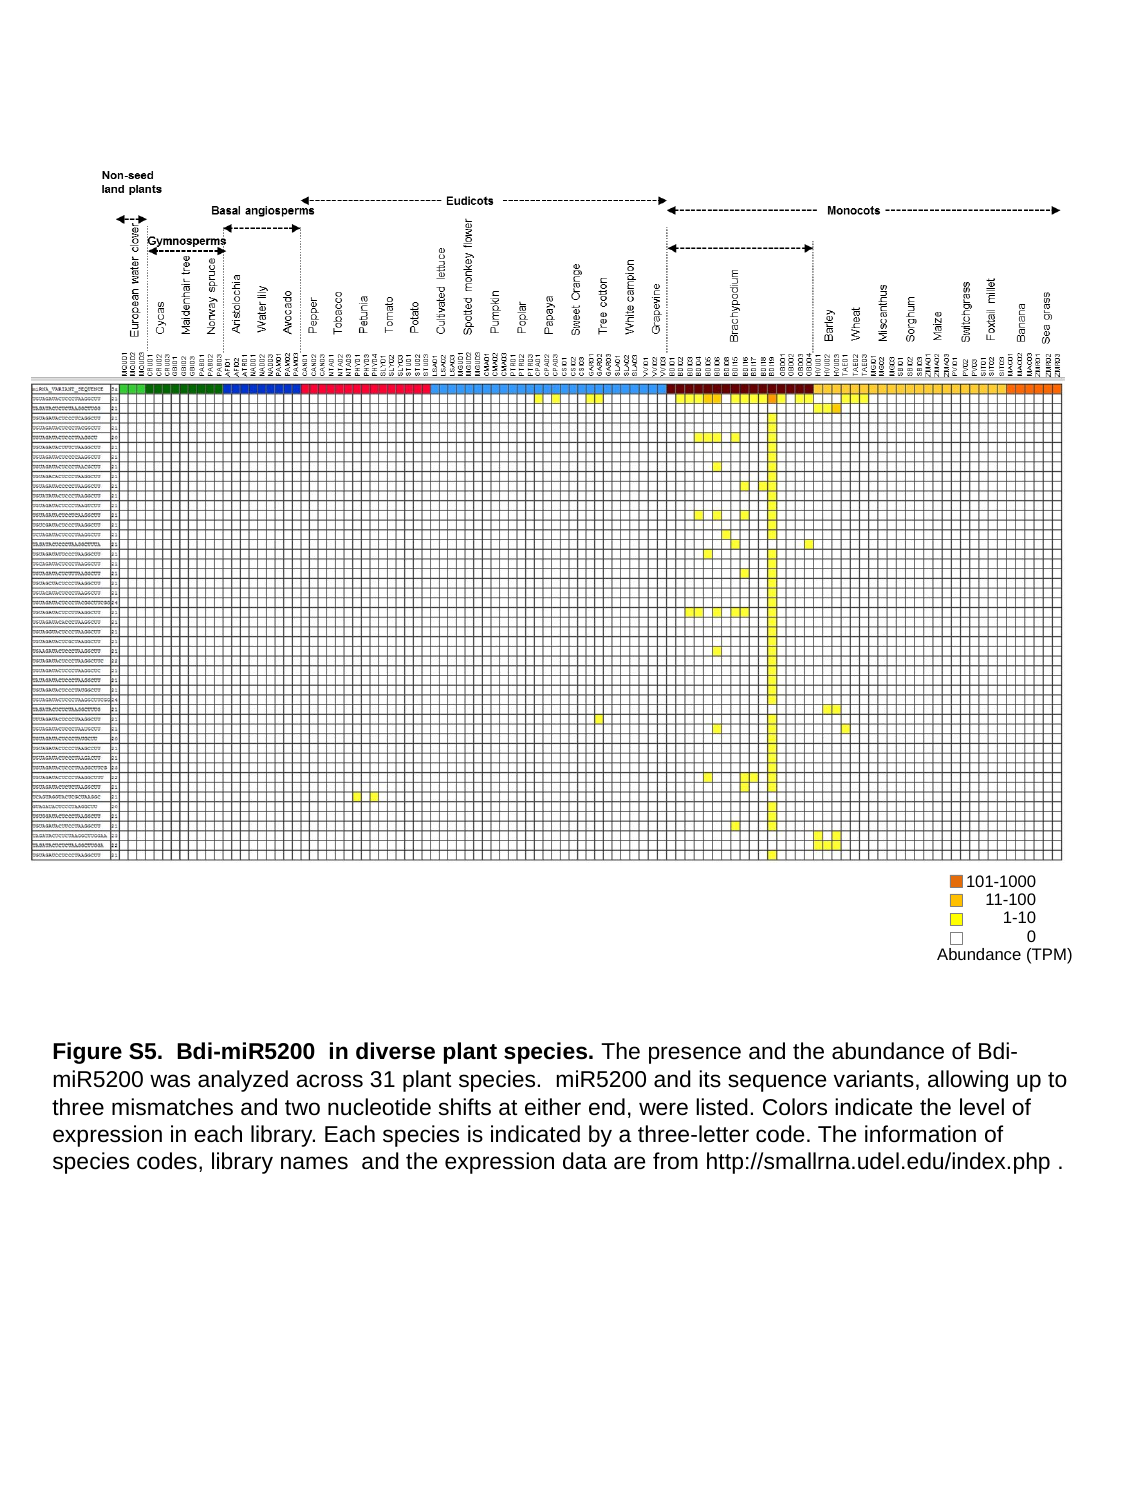

101-1000
11-100
1-10
0
Abundance (TPM)
Figure S5. Bdi-miR5200 in diverse plant species. The presence and the abundance of Bdi-miR5200 was analyzed across 31 plant species. miR5200 and its sequence variants, allowing up to three mismatches and two nucleotide shifts at either end, were listed. Colors indicate the level of expression in each library. Each species is indicated by a three-letter code. The information of species codes, library names and the expression data are from http://smallrna.udel.edu/index.php .

## Slide 6
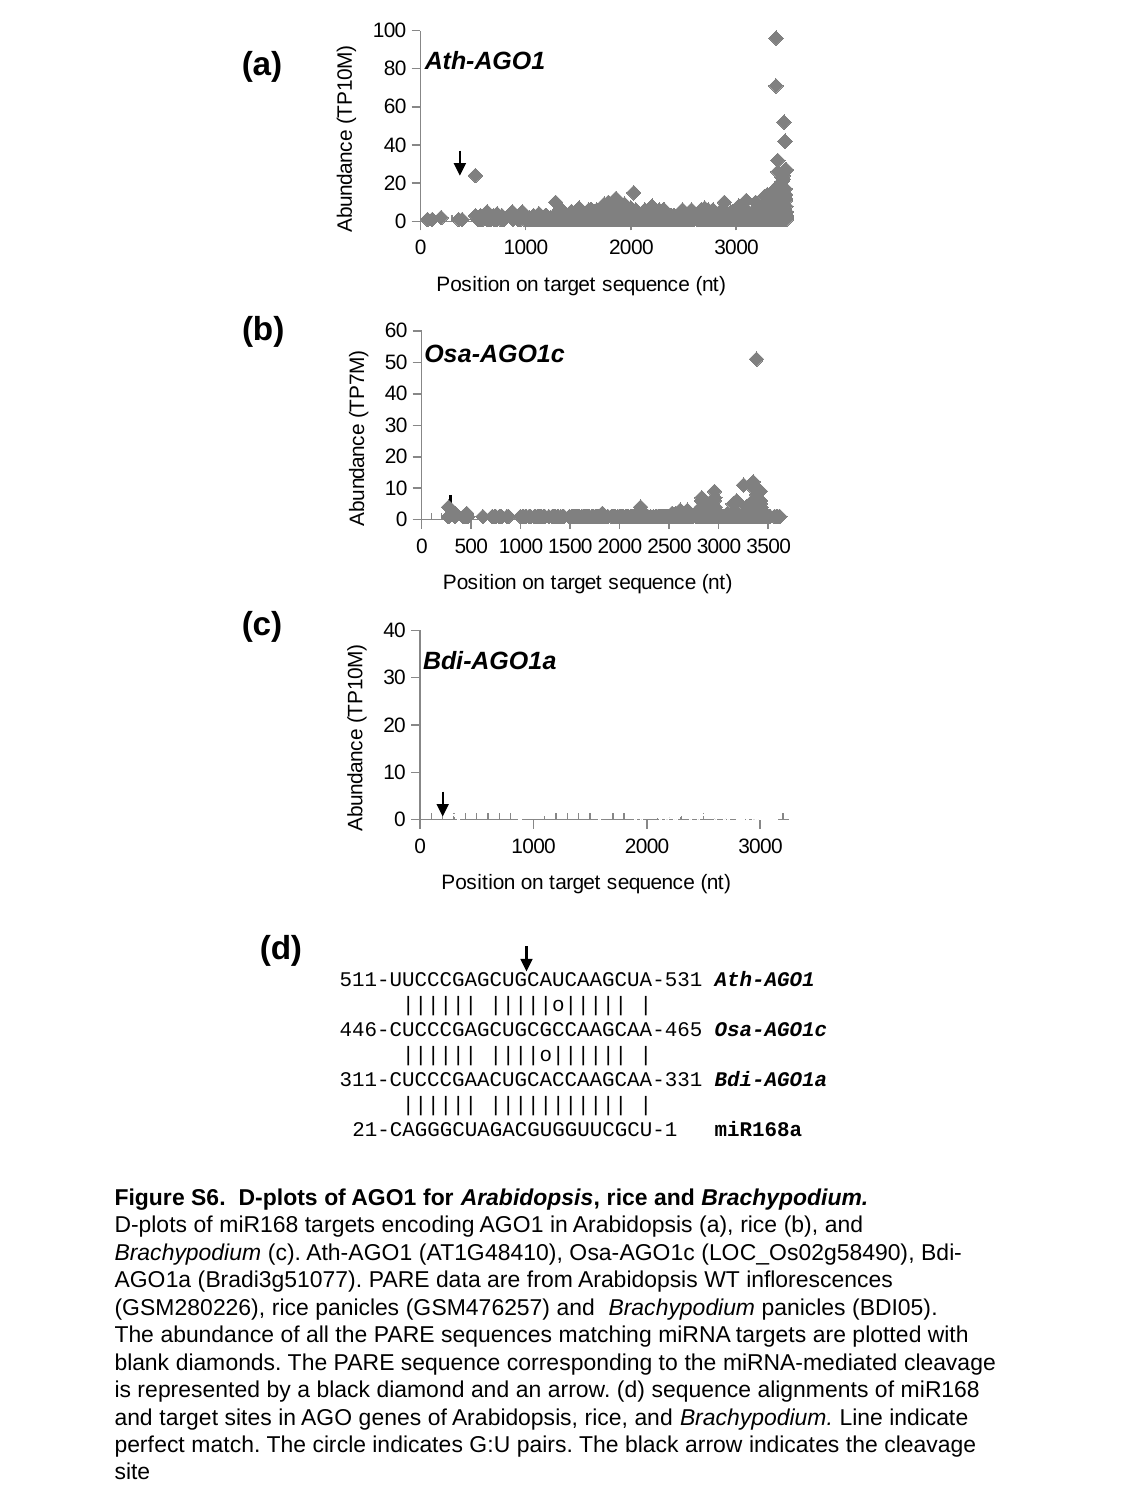

### Chart
| Category | TWF-Abundance |
|---|---|(a)
Ath-AGO1
(b)
### Chart
| Category | INF9311a-Abundance |
|---|---|Osa-AGO1c
(c)
### Chart
| Category | |
|---|---|Bdi-AGO1a
(d)
511-UUCCCGAGCUGCAUCAAGCUA-531 Ath-AGO1
 |||||| |||||o||||| |
446-CUCCCGAGCUGCGCCAAGCAA-465 Osa-AGO1c
 |||||| ||||o|||||| |
311-CUCCCGAACUGCACCAAGCAA-331 Bdi-AGO1a
 |||||| ||||||||||| |
 21-CAGGGCUAGACGUGGUUCGCU-1 miR168a
Figure S6. D-plots of AGO1 for Arabidopsis, rice and Brachypodium.
D-plots of miR168 targets encoding AGO1 in Arabidopsis (a), rice (b), and Brachypodium (c). Ath-AGO1 (AT1G48410), Osa-AGO1c (LOC_Os02g58490), Bdi-AGO1a (Bradi3g51077). PARE data are from Arabidopsis WT inflorescences (GSM280226), rice panicles (GSM476257) and Brachypodium panicles (BDI05).
The abundance of all the PARE sequences matching miRNA targets are plotted with blank diamonds. The PARE sequence corresponding to the miRNA-mediated cleavage is represented by a black diamond and an arrow. (d) sequence alignments of miR168 and target sites in AGO genes of Arabidopsis, rice, and Brachypodium. Line indicate perfect match. The circle indicates G:U pairs. The black arrow indicates the cleavage site

How the deposited data were processed for this re-analysis (not part of the article)

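Small RNAs were measured in 15 libraries and RNA ends (PARE) in 4 libraries of Brachypodium distachyon. The authors deposited, for each library, every distinct tag with its count after adapter trimming, so the values are counts without normalization and without a filter on genome matches. The 2 panicle small RNA libraries are not in the files analysed here. Samples were assigned to tissues and treatments from their labels and the paper. Only leaf has replicates (n = 2 libraries).

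No reference genome was used here. TP2M and TP10M were therefore computed by dividing counts by the genome-matched totals in Tables 1 and 3 of the paper and multiplying by 2000000 or 10000000. Identical repeated lines in the stem small RNA file (141898 lines) were counted once. Tags of 35 nucleotides in root and leaf 2 were kept. The small RNA libraries hold 722947 to 12405206 reads and the PARE libraries 10748481 to 29026276 reads. Shares and levels of single libraries have 95% Wilson intervals, ratios of counts have 95% Clopper-Pearson intervals, and a value was called detectable from 3 reads.

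The 116 miRNAs of Additional file 1: Table S2 were counted as exact tags. Stress libraries were compared with their controls by Fisher's exact test for miR399, miR827 and miR5200, and across all miRNAs by edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) over the 15 libraries with 1 coefficient per condition, so that the leaf pair supplied the spread. The thresholds were an adjusted p (Benjamini-Hochberg) of 0.05 and an absolute log2 fold change of 1. For log2 ratios outside edgeR a pseudocount of 0.5 reads was used. The edgeR script was tested on simulated counts with 120 changed values: it recovered 75% of them at a dispersion of 0.1, 1.7% at 0.5 and 0% at 1, with 0 false calls. The dispersion observed was 0.472.

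PARE tags were counted at the sites drawn in Figures 8 and 9, as the most abundant tag of 20 nucleotides with the drawn bases, and shares at paired sites were compared by Fisher's exact test. An exact binomial test compared the reads of paired sites within a library. For the position of miRNA complements in PARE tags, a test added after it was clear that no genome would come, the complement of miRNA nucleotides 1 to 10 was counted at each of 11 start positions of a tag and set beside 100 shuffled sets. On simulated tags this script recovered 49 of 49 planted exact complements with 0 false calls. No mismatched sites were planted, so the simulation does not show how many of those are missed. Duplexes were folded with RNAcofold of ViennaRNA 2.7.2 at 37 °C and 20 °C. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

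The miRNAs, genes and loci named in the text are those the paper names in a sentence that has data beside it, and for each stress the 3 miRNAs with the largest change among those past the edgeR threshold. No miRNA passed it, so that part of the rule named none. The alternatives were TP2M from all trimmed reads, 3′ length variants, single tags of a family, TMM normalization, DESeq2 1.42.0, Fisher's exact test for all miRNAs, a minimum of 10 reads, each leaf replicate left out, tags within 1 nucleotide of a cleavage site, another folding temperature and only the miRNA with its star strand.

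Steps that need the genome were left out: the genome matching of reads, the target search with shuffled miRNAs, the target levels, the phasing scores, the phased loci and the folding of whole precursors. RNA blots and other gels have no files and were not examined.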

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

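The root and leaf 2 small RNA files hold tags of 35 nucleotides, 35731 reads in root and 35469 reads in leaf 2, which are not in the totals of Table 1. A candidate explanation is reads that reached full length without an adapter being trimmed. The tags averaged 1.31 reads each, against 6.75 reads for all shorter tags in the same libraries. Tags of 34 nucleotides, which are in the totals of Table 1, averaged 1.42 reads each, so few reads per tag are found in other long tags too and do not single out untrimmed reads. The tags cannot be told apart from that explanation by this test. The prediction was written after the tags had been seen. No biological explanation was tested.

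Figure 9 does not show the leaf PARE library for Bradi1g13910 or the root PARE library for Bradi4g33770. In leaf, the site of the miR166a-type members in Bradi1g13910 had 25 reads and the miR166f site 3. In root, the miR156 site of Bradi4g33770 had 11 reads and the miR529 site 3. Chance tags would also be found at neighbouring start positions. In leaf, the most reads at another start position around the Bradi1g13910 sites was 7, at the position between the sites, so the 25 reads were not matched by the neighbouring positions, while the 3 reads at the miR166f site were exceeded by them. In root, the most reads at another start position around the Bradi4g33770 sites was 3, below the 11 reads of the miR156 site and equal to the 3 reads of the miR529 site. Chance tags at the position are thus not excluded for the miR166f site in leaf and the miR529 site in root. This prediction too was written after the counts were seen. The share of the miR529 site in root, 21.4%, has a 95% Wilson interval from 7.6% to 47.6%. The share of the miR166f site in leaf, 10.7%, has a 95% Wilson interval from 3.7% to 27.2%, which includes the 12.7% of root. In the small RNA libraries miR166f was at 265 TP2M in leaf and 19854 in root, so the leaf share did not follow its level. That share rests on 3 reads. Reads shared with related genes could not be examined without the genome, so a tissue difference cannot be told apart from that.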

How the results depend on the processing

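The main settings and most alternatives were fixed before the processed files arrived; those added later are named as such. No result reversed. Of 110 alternatives, 71 gave the same reading. The difference in the share of the miR529 site held under every alternative run. The number of tags in the filter was 51010 in the main setting, 34135 with TP2M from all trimmed reads and 53271 after rounding. Leaving out a leaf replicate is no check of the leaf levels, since with 2 libraries each value always lies within 1 SD of their mean.

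The difference in the share of the miR166f site, 9.5 percentage points higher in root than in panicle, did not hold when the 6 panicle reads that start between the sites were counted with the miR166f site: it was 5.1 percentage points (Fisher's exact test, p = 0.31). This alternative was chosen after seeing the data. Counting tags within 1 nucleotide could not change this result, because those reads were left out and no others start there.

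With edgeR's quasi-likelihood test and the spread of the leaf pair in place of Fisher's exact test, the fold changes were 12.8 for miR399 (adjusted p = 1), 4.55 for miR827 (adjusted p = 1) and 78.9 for miR5200 (adjusted p = 0.19), none past the threshold. The test's choice of error changes, not the counts: the leaf replicates differ widely, and the spread they give is applied to all libraries.

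The number of changed miRNAs was 0 in every stress in the main edgeR test. Fisher's exact test with Benjamini-Hochberg adjustment gave 21 in drought, 47 in salt, 30 in cold, 44 in heat, 38 in submergence and 7 in phosphate starvation, because it takes in sampling noise only. DESeq2 with its size factors gave 2 in salt, 1 in heat and 0 in the others. TMM normalization and a minimum of 10 reads gave 0 throughout.

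The folding energy gained by an A at position 20 of Bdi-miR162 was -0.7 kcal/mol in the main setting, -0.78 kcal/mol at 20 °C and 0 kcal/mol with only the miRNA and its star strand. The flanking pairs in the drawn strands are absent in the last setting. Position 20 is unpaired there in both forms, so that setting cannot show an effect of the A on pairing.

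Tissue levels moved beyond their intervals in 20 of 35 rows with TP2M from all trimmed reads, to between 59.7% and 83.2% of the main values. At the miR5163b-3p site, the rule added after seeing the tags gave 2.63 TP10M where the main rule gave 12.8.

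The replicate block was not run because each stress and control has 1 library, which leaves no replicates to block. Other splits of the samples could not be counted for the same reason. The alternatives that need the genome were not run: reads of 18 to 28 nucleotides matching the genome, the score cut-offs and tag filters of the target search, the peak percentages of Level 4 sites, the phasing score without unphased reads or with all lengths, and the cut-off for phased loci. The whole precursor was replaced by the strands of Figure 2d. The cold library, with 538881 genome-matched reads, limits low-abundance comparisons most: 3 reads are 11.1 TP2M there.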

Differences from the paper's values

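The fold change of miR399 in phosphate starvation was 13.6 here and is about 9 in the paper's text. With TP2M from all trimmed reads it was 13.9 and with 3′ length variants 14.1, which did not close the gap. Of the alternatives set before the files arrived, the miR399d tag only (11.1) and edgeR's quasi-likelihood test (12.8) gave values within 1.5 times the paper's.

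For Bradi1g13910 in panicle, the tag at the site of the miR166a-type members was at 45.9 TP10M here and at about 100 in Figure 9a, read by eye from a bar that reaches the top of the axis. The tag at the miR166f site was at 1.51 TP10M here and about 4 in Figure 9a, read by eye. No alternative set before the files arrived applied to these values. Counts without normalization, chosen after seeing the values, were 122 and 4. In Figure 9b the same setting gave 94 and 187 reads in panicle, where the figure, read by eye, shows about 35 and about 70.

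At the miR5163b-3p site, the most abundant panicle tag with the drawn bases was at 12.8 TP10M, and Figure 8a shows about 3. The tag found by taking the next base from a tag that spans the cut was at 2.63 TP10M, and that rule was chosen after seeing the values. Another tag with the drawn bases, GGAAGATCTACCTGAGGCAG, was at 3.01 TP10M in panicle and had 4 reads in stem. Nearness to the figure's value therefore does not choose between these tags. No alternative set before the files arrived applied to the value at this site.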

Other observations

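Leaf replicates. Fisher's exact test gave 45 miRNAs between leaf 2 and leaf 1, 9 higher and 36 lower. Sampling noise at low counts was tested on the 19 miRNAs with at least 1000 reads in the pair, and 13 of them were past the threshold, so noise does not account for it. A different overall scale was tested by centring on the median log2 ratio of -0.65: 43 miRNAs were at least 2-fold apart before centring and 42 after it, with 37 in both sets. The prediction for centring was written before its result, the other after. The leaf libraries also differ in reads per distinct tag, 3.65 and 9.18. Differences in library preparation or between plants were not tested and remain.

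Stress comparisons. The unstressed shoot controls for stress and for low phosphate differed in 45 miRNAs. Among the stresses set against their own controls, this number was exceeded only in salt. Against the control for low phosphate, the count fell from 47 to 26 in salt and from 44 to 34 in heat. It rose from 38 to 54 in submergence, from 21 to 36 in drought and from 30 to 41 in cold. The counts thus depend on the control chosen. A difference in library set or growth rather than the stress may therefore contribute, and the prediction was written after the 45 miRNAs had been seen. The 7 miRNAs of phosphate starvation came from libraries with similar depth. Growth medium and library set cannot be told apart here.

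miRNAs read almost only in seedling. Of the 116 miRNAs, 5 had at least 90% of their TP2M in the seedling library, among them Bdi-miR9483ab and Bdi-miR9481a with 244 and 298 reads there and 0 elsewhere. At the seedling rate 58964 reads would be expected in the other 14 libraries, and 53 were found. A shortfall follows from choosing these miRNAs by their share of TP2M, which already takes depth into account. These numbers therefore give its size and are no separate test of depth. The other libraries of the same set, leaf and stem and pooled stresses, held 35 reads. Reads from another organism would lower the share matching the genome. That share was 59.7% in seedling, but it was also low in the other libraries of the set, at 64.3% and 69.3%, and it describes the whole library rather than these tags, whose precursors the paper places in the Brachypodium genome. The test therefore does not bear on these miRNAs, and expression specific to seedlings cannot be told apart from this explanation. The predictions were written after the counts were seen.

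Stem PARE library. The tags of Figure 9 had 0 reads in stem. At the rates of the leaf library 68.5 reads would be expected, so depth does not account for this. Mismatches in copies of an abundant tag were 0.305% of bases in stem, against 0.248% in leaf, 0.246% in root and 0.097% in panicle. The stem rate was the highest, but a rate this low leaves most copies of a tag intact. Sequencing error therefore does not account for the zeros either. miR166a-ei was at 8922 TP2M in the stem small RNA library. Tags with at least 15 A bases took 3.46% of the stem reads, against 0.023% or less in the other libraries. Without that share 66.2 reads would still be expected, so these tags do not account for the zeros. miRNA complements had 4055 reads at the tag start in stem and a mean of 2165 at the other positions. The number of complements with their highest count there, 14 of 98, was not past the threshold (permutation test, p = 0.059). For annotated or conserved miRNAs it was 12 of 70 (permutation test, p = 0.0495), and for newly identified ones 2 of 28 (permutation test, p = 0.70). In root, where tags of Figure 9 were read, the number over all complements was 11 of 98 (permutation test, p = 0.17). For annotated or conserved miRNAs in root it was 11 of 70 (permutation test, p = 0.030), past the threshold as in stem. A miss over all complements therefore does not show that cleavage tags are absent. Whether the stem library holds cleavage tags of miRNA targets stays open. Table 3 of the paper lists more cDNA-matched reads and more cDNA loci in stem than in leaf, which argues against a shortage of mRNA reads in stem. Those totals do not separate ends cut by miRNAs from other mRNA ends. The zeros therefore cannot be told apart from other mRNA ends in place of cleaved ones. All these predictions were written after the zeros had been seen, and the zeros remain without an explanation.

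miR162. In the submergence library the form with G20A was read 2 times, beside 1 read of Bdi-miR162. If these were sequencing errors in reads of miR162, 0.0079 reads would be expected at the 0.79% rate of substitutions at position 20 of abundant miRNAs, a prediction written before the rate was computed. Reads from another plant in this library were not tested and remain a possibility.

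Position of miRNA complements. In the 4 PARE libraries together, the complement of miRNA nucleotides 1 to 10 had its highest count at the tag start for 20 of 70 annotated or conserved miRNA complements, while the 100 shuffled sets reached at most 14 (permutation test, p = 0.0099, the smallest the sets can give). For the newly identified miRNAs it was 4 of 28 (permutation test, p = 0.24), which shuffled sets often reached. Only exact complements were counted, so a cleaved site with a mismatch or G:U pair in these bases is missed. The site of the newly identified miR5163b-3p drawn in Figure 8a is of this kind. The result therefore does not show that the newly identified miRNAs lack cleaved targets. The difference between the classes was not past the threshold (Fisher's exact test, p = 0.19). A tag starting with the complement existed for 95 of 98, and the shuffled sets gave a median of 94, so the presence of such a tag alone says little. The predictions were written after the results had been seen.

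Sums over libraries. For 14 miRNAs the sum of TP2M over 15 libraries exceeded the paper's sum over 17 by more than 1%, most for Bdi-miR9499 (135 against 86). Leaf 2 entering the paper's sums with smaller values may explain this: without leaf 2, all 14 sums fell to the paper's value or below. Leaving out leaf 1 did so for 13 of them, so the test separates these libraries only narrowly, and the prediction was written after the sums were seen.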
